# Pharmacologic IRE1/XBP1s activation promotes systemic adaptive remodeling in obesity

**DOI:** 10.1038/s41467-022-28271-2

**Published:** 2022-02-01

**Authors:** Aparajita Madhavan, Bernard P. Kok, Bibiana Rius, Julia M. D. Grandjean, Adekunle Alabi, Verena Albert, Ara Sukiasyan, Evan T. Powers, Andrea Galmozzi, Enrique Saez, R. Luke Wiseman

**Keywords:** Stress signalling, Molecular medicine, Obesity

## Abstract

In obesity, signaling through the IRE1 arm of the unfolded protein response exerts both protective and harmful effects. Overexpression of the IRE1-regulated transcription factor XBP1s in liver or fat protects against obesity-linked metabolic deterioration. However, hyperactivation of IRE1 engages regulated IRE1-dependent decay (RIDD) and TRAF2/JNK pro-inflammatory signaling, which accelerate metabolic dysfunction. These pathologic IRE1-regulated processes have hindered efforts to pharmacologically harness the protective benefits of IRE1/XBP1s signaling in obesity-linked conditions. Here, we report the effects of a XBP1s-selective pharmacological IRE1 activator, IXA4, in diet-induced obese (DIO) mice. IXA4 transiently activates protective IRE1/XBP1s signaling in liver without inducing RIDD or TRAF2/JNK signaling. IXA4 treatment improves systemic glucose metabolism and liver insulin action through IRE1-dependent remodeling of the hepatic transcriptome that reduces glucose production and steatosis. IXA4-stimulated IRE1 activation also enhances pancreatic function. Our findings indicate that systemic, transient activation of IRE1/XBP1s signaling engenders multi-tissue benefits that integrate to mitigate obesity-driven metabolic dysfunction.

## Abstract (web summary)

Signalling through the IRE1 arm of the unfolded protein response exerts both protective and harmful effects in obesity. Here the authors report that a selective pharmacologic activator of IRE1/XBP1s signalling stimulates an adaptive remodelling of liver and pancreas in diet-induced obese mice and mitigates obesity-linked systemic metabolic dysfunction.

## Introduction

The endoplasmic reticulum (ER) transmembrane protein IRE1 regulates the most evolutionarily conserved arm of the unfolded protein response (UPR)^1,2^. In response to ER stress, IRE1 is activated through a mechanism that involves autophosphorylation, oligomerization, and allosteric activation of its cytosolic RNase domain (Fig. 1a)^1,2^. Once activated, IRE1 signals via three mechanisms. IRE1 RNase activity promotes non-canonical splicing of *XBP1* mRNA that generates the stress-responsive transcription factor XBP1s^1,2^. Sustained IRE1 RNase activity also stimulates promiscuous degradation of mRNA and miRNA through a process called regulated IRE1-dependent decay (RIDD)^3,4^. Finally, when chronically activated, phosphorylated IRE1 recruits TRAF2 to initiate JNK-mediated pro-apoptotic signaling and NF-κB-regulated pro-inflammatory signaling^2,5–7^.

**Fig. 1:**
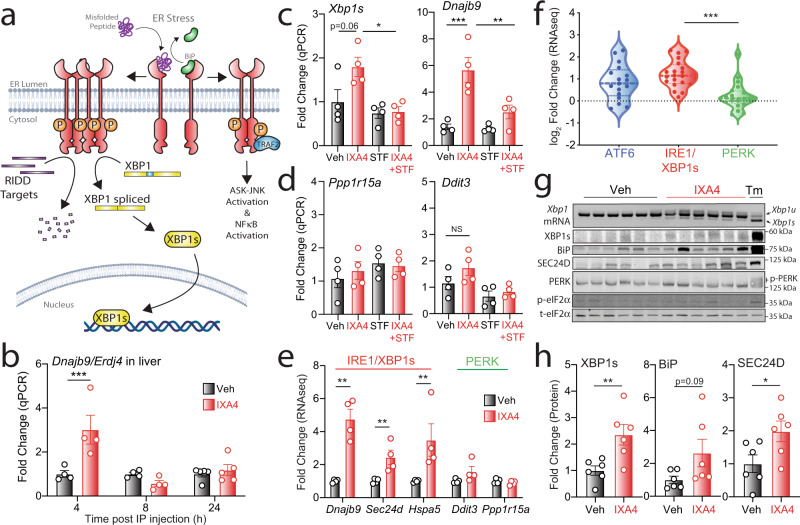
IXA4 selectively induces protective IRE1/XBP1s signaling in the liver. **a** Schematic representation of the three downstream consequences of ER stress-induced IRE1 activation: XBP1s-dependent transcriptional signaling, RIDD-associated RNA degradation, and TRAF2-mediated ASK-JNK and NF-κB signaling. **b** Expression, measured by RT-qPCR, of the IRE1 target gene *Dnajb9* in the liver of chow-fed mice 4, 8, or 24 h after acute IXA4 intraperitoneal (IP) administration (50 mg/kg). Error bars show SEM for *n* = 4 or 5 mice. ***P < 0.001 for two-way ANOVA. **c**, **d** Expression, measured by RT-qPCR, of the IRE1-regulated genes *Xbp1s* and *Dnajb9* (**c**) or the PERK-regulated genes *Ppp1r15a* and *Ddit3* (**d**) in the liver of chow-fed mice 4 h after IP administration of IXA4 (50 mg/kg) and/or STF-083010 (STF; 10 mg/kg). Error bars show SEM for *n* = 4 mice. ***P < 0.001, **P < 0.01, *P < 0.05 for one-way ANOVA. **e** Fold change in IRE1/XBP1s and PERK target genes, measured by RNA-seq (Supplementary Data 1), in the liver of DIO mice after 8 weeks of IXA4 (50 mg/kg) treatment. Error bars show SEM for *n* = 4 mice. **P < 0.01 for two-way ANOVA. **f** Fold change of ATF6, IRE1, and PERK target genesets^31^ in the liver of DIO mice after 8 weeks of IXA4 treatment assessed by RNA-seq. Data are shown normalized to vehicle. Specific genes used in this analysis are identified in Supplementary Data 2. ***P < 0.001 for one-way ANOVA. **g**, **h** *Xbp1* mRNA gel (top) and immunoblots of UPR-regulated proteins in the liver of DIO mice after 8 weeks of IXA4 (50 mg/kg) treatment (**g**). Liver from mice treated for 16 h with tunicamycin (Tm; 1 mg/kg IP administered) is shown as a control. Quantification of XBP1s, BiP, and SEC24D in these immunoblots is shown in (**h**). Error bars show SEM for *n* = 6 mice. **P < 0.01, *P < 0.05 for a two-tailed unpaired *t* test. Source data for all panels in this figure are provided as Source Data File 1. Uncropped images of the immunoblots in panel (**g**) are included in Source Data.

The relative activity of these three IRE1-regulated signaling mechanisms is a critical determinant in dictating tissue-specific remodeling in the context of obesity and obesity-linked diseases such as type 2 diabetes^8–10^. IRE1-dependent XBP1s signaling functions primarily to protect tissues such as the liver and the pancreas from the stress brought about by chronic nutrient excess. Reduced translocation of XBP1s to the nucleus in the liver of obese mice, and the ensuing decrease in XBP1s transcriptional activity, contribute to impaired systemic glucose homeostasis^11^. Similarly, deletion of *Xbp1* in the liver or pancreas causes metabolic dysfunction, hepatic steatosis, insulin resistance, and impaired insulin secretion^12–16^. In contrast, genetic overexpression of the active XBP1s transcription factor to moderate, physiologically relevant levels in the liver of obese mice reduces hepatic gluconeogenesis and steatosis and improves systemic glucose metabolism^17–20^. Comparable improvements in systemic metabolism are observed when *Xbp1s* is overexpressed in other tissues such as adipose depots^21^.

However, while XBP1s activity brought about by mild IRE1 activation is protective in obesity, prolonged IRE1 activation stimulates IRE1-dependent RIDD and JNK signaling, processes that hasten metabolic deterioration in obesity models^10^. For instance, IRE1-dependent JNK signaling promotes inhibitory phosphorylation of insulin receptor substrate 1 (IRS-1) and suppresses insulin signaling in hepatocytes^8^. Similarly, hyperactivation of IRE1 in the liver of obese mice is associated with pro-inflammatory signaling and has been implicated in the pathogenesis of hepatocellular carcinoma^22,23^. Chronic IRE1 activity also promotes metabolic dysfunction in other tissues such as the pancreas, where sustained IRE1 signaling is associated with both, β-cell apoptosis and RIDD-dependent degradation of insulin mRNA^10,24^.

The detrimental role of IRE1 hyperactivity in metabolic disease has led to the development of pharmacologic strategies to inhibit IRE1 signaling in obesity and related conditions^25,26^. However, because most IRE1 inhibitors also block the increase in XBP1s signaling that protects tissues from the effects of nutrient overload, the extent to which IRE1 inhibitors may be useful in obesity remains to be established. An alternative pharmacological approach to mitigate metabolic dysfunction in obesity might be to selectively enhance protective IRE1/XBP1s signaling without inducing the pathologic aspects associated with IRE1 hyperactivity (e.g., TRAF2-mediated JNK activation)^10,25,26^. We recently identified a compound, IXA4, that activates protective IRE1/XBP1s signaling in mammalian cells through a mechanism requiring IRE1 autophosphorylation^27^. Interestingly, this compound does not stimulate RIDD or TRAF2-mediated JNK or NF-κB signaling, likely reflecting its ability to induce only a transient, modest activation of IRE1^27^. As such, IXA4 offers a heretofore unprecedented opportunity to evaluate the extent to which pharmacological activation of XBP1s signaling might correct metabolic dysfunction in the context of obesity and its associated conditions.

In this work, we show that IXA4 activates protective IRE1/XBP1s signaling in the liver of obese insulin-resistant DIO mice without inducing RIDD, TRAF2/JNK signaling, or associated pathologies, such as liver inflammation and fibrosis. Chronic pharmacological activation of protective IRE1/XBP1s signaling reduces hepatic gluconeogenesis and liver steatosis in an IRE1-dependent manner, thus enhancing systemic metabolic function. IXA4 treatment also enhances pancreatic β-cell function and nutrient-stimulated insulin secretion. Our findings indicate that simultaneous activation of IRE1/XBP1s signaling in key metabolic tissues (e.g., liver, pancreas) brought about by treatment with a selective pharmacological activator such as IXA4, stimulates a beneficial remodeling in multiple tissues that, in aggregate, mitigates systemic metabolic dysfunction.

## Results

### IXA4 stimulates IRE1/XBP1s signaling in the liver of chow-fed mice

As a first step to define the potential of IXA4 to improve metabolic parameters in obesity, we treated primary mouse hepatocytes with IXA4 and measured expression of *Xbp1s* and the XBP1s target gene *Dnajb9*/*Erdj4*. IXA4 treatment induced expression of both of these transcripts (Supplementary Fig. S1a–c). Co-treatment with two structurally distinct IRE1 RNAse inhibitors, 4μ8c^28^ or STF-083010^29^, blocked compound-stimulated *Xbp1* splicing and induction of XBP1s targets such as *Dnajb9*, confirming that IXA4 acted in an IRE1-dependent manner. Next, to test if similar effects would be observed in mice, we dosed chow-fed mice with IXA4 (50 mg/kg; intraperitoneal injection) and monitored the expression of the XBP1s target gene *Dnajb9* at multiple time points. IXA4 treatment increased hepatic expression of *Dnajb9* at 4 h, with levels returning to baseline within 8 h of dosing (Fig. 1b). Expression of *Xbp1s* was similarly increased in liver 4 h after administration of IXA4 (Fig. 1c). Co-administration of STF-083010 (10 mg/kg; intraperitoneal injection) inhibited IXA4-induced increases in *Dnajb9* and *Xbp1s*, demonstrating that IXA4 stimulates their expression through an IRE1-dependent mechanism (Fig. 1c). This finding is consistent with the observation that IXA4 does not activate IRE1/XBP1s signaling in *Ire1*-deficient cells^27^. We did not detect increased liver expression of genes regulated by the PERK UPR signaling pathway (e.g., *Ddit3/Chop*, *Ppp1r15a/Gadd34*) 4 h after IXA4 treatment, indicating that this UPR pathway was not activated (Fig. 1d). We did note increased expression of *Hspa5*/*BiP*, a gene primarily regulated by the ATF6 arm of the UPR^30,31^, 4 h after administration of IXA4 (Supplementary Fig. S1d). *Hspa5* is also induced by XBP1s, albeit to a lower extent to that observed with ATF6^30,31^, suggesting that increased expression of this gene in IXA4-treated mice could be attributed to IRE1/XBP1s activation. Consistent with this notion, expression of *Hspa5* in IXA4-treated *Atf6*^*+/+*^ and *Atf6*^*−/−*^ MEFs^32^ was similar (Supplementary Fig. S1e). Moreover, co-treatment of primary hepatocytes with the IRE1 inhibitor 4μ8c blunted the IXA4-induced increase in *Hspa5* expression (Supplementary Fig. S1f). Similarly, the increase in *Hspa5* expression seen in the liver of chow-fed IXA4-treated mice 4 h post-dosing was reduced by co-administration of the IRE1 inhibitor STF-083010 (Supplementary Fig. S1g). Collectively, these observations show that IXA4 treatment induced transient and preferential activation of IRE1/XBP1s signaling in the liver, thus offering an opportunity to test the impact of pharmacologic IRE1/XBP1s activation in the context of obesity.

### IXA4 selectively activates IRE1/XBP1s signaling in the liver of DIO mice

To evaluate the therapeutic promise of increased IRE1/XBP1s activity, we treated diet-induced obese (DIO) mice with IXA4 (50 mg/kg daily) for 8 weeks. We then isolated their livers and assessed IRE1/XBP1s activation by RNA-seq, real-time (RT)-qPCR, and immunoblotting. 

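Livers of 4 IXA4-treated and 4 vehicle-treated DIO mice were compared by bulk RNA-seq after 8 weeks of daily dosing, with IXA4 given at 50 mg/kg and the diet supplying 60% of kcal as fat. Of 12427 genes tested, 458 were higher and 122 were lower in IXA4-treated livers. The largest rises included the extracellular matrix genes Fbln2 (log2 fold change 3.17, SE 0.27, adjusted p = 8.88e-05) and Ltbp2 (log2 fold change 3.70) and the calcium-binding protein gene S100a4 (log2 fold change 3.54). Their levels with vehicle were low, at 1.37, 0.352 and 0.495 CPM in that order. The largest falls included the keratin gene Krt23 (log2 fold change -1.65), the Toll-like receptor gene Tlr12 (-1.37) and the kinase gene Aatk (-1.13). The values analysed were the authors' total read counts per gene symbol, from single-end reads of 50 bp aligned to the mouse genome of NCBI build 37.2. The counts summed to 17399049 to 17807573 in the vehicle libraries (median 17638827.5) and to 16986915 to 18390185 in the IXA4 libraries (median 18032894.5). Counts were normalized by TMM and tested with edgeR's quasi-likelihood test, whose p-values were adjusted over all genes tested and called at an adjusted p under 0.05. Levels are given in CPM, the count scaled to the normalized library size. Each standard error (SE) is the one implied by the test's F statistic. Gene positions are on the same assembly, from a GENCODE annotation of it, and were matched by symbol. Replicate numbers are those of the count table's columns, since the columns could be matched to the treatment groups but not to single animals. The number of genes higher was 252 without vehicle replicate 1 and 269 without vehicle replicate 2, and of these 242 and 257 were among the 458. The number lower was 43 without vehicle replicate 1, 50 without vehicle replicate 2, 52 without vehicle replicate 4, 66 without IXA4 replicate 3 and 67 without IXA4 replicate 1. Without IXA4 replicate 2 there were 613 higher and 159 lower, and DESeq2 called 637 higher and 240 lower.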

Akin to what was observed in chow-fed mice, IXA4 treatment induced expression of IRE1/XBP1s target genes (e.g., *Dnajb9, Sec24d*) in DIO mice (Fig. 1e, f, Supplementary Data 1, and Supplementary Data 2). 

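Dnajb9, which encodes an ER-resident co-chaperone of BiP, was 4.78-fold higher in the livers of IXA4-treated DIO mice, at 107 ± 25.4 CPM with IXA4 and 22.3 ± 2.41 with vehicle (SD, n = 4) (log2 fold change 2.26, SE 0.16, adjusted p = 7.48e-05 from edgeR). Sec24d, which encodes a cargo-binding subunit of the COPII coat, was 2.45-fold higher, at 156 ± 52.2 CPM with IXA4 and 63.8 ± 7.85 with vehicle (SD, n = 4) (log2 fold change 1.29, SE 0.21, adjusted p = 0.00844). For both genes every IXA4-treated mouse lay above every vehicle-treated mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Of the 18 IRE1/XBP1s targets of Supplementary Data 2, which the paper defined from earlier work, 14 rose and the other 4 did not pass the test over all genes, while 17 rose when adjusted over the list alone. Dnajb9 lies at chromosome 12, 45306884 to 45311055, and Sec24d at chromosome 3, 122970414 to 123068553. Xbp1 itself (chromosome 11, 5420662 to 5425896), counted over spliced and unspliced mRNA together, was at 89.8 ± 34.3 CPM with IXA4 and 45.8 ± 1.91 with vehicle (SD, n = 4) (log2 fold change 0.97, SE 0.25, adjusted p = 0.0656). That value passed with DESeq2 (adjusted p = 7.51e-04) and without IXA4 replicate 2 (adjusted p = 0.00159).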

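The targets of IRE1/XBP1s rose as a group in IXA4-treated livers, with a mean log2 fold change of 1.11 and positive values in all 18 genes. Sec23b, which encodes a coat subunit of COPII vesicles, was at 139 ± 27.8 CPM with IXA4 and 42.6 ± 4.85 with vehicle (SD, n = 4) (log2 fold change 1.71, SE 0.14, adjusted p = 7.48e-05). Pdia5, which encodes a protein disulfide isomerase of the ER, was at 97.4 ± 36.9 CPM with IXA4 and 43.4 ± 12.8 with vehicle (SD, n = 4) (log2 fold change 1.17, SE 0.30, adjusted p = 0.0736). Averaged over the 18 genes as log2 CPM minus the vehicle mean, the score was 0.78 to 1.48 with IXA4 and -0.07 to 0.04 with vehicle (exact permutation test, p = 0.0286). Permutation p-values of gene lists are given unadjusted here and below, and this smallest possible p is 0.0786 when adjusted over the lists. Tested against all other genes with camera at a preset correlation of 0.01, the group was higher, with an adjusted p of 3.25e-42 over 41 lists. The call was lost at an adjusted p = 0.0619 with an estimated correlation. It held with fry, which tests the group's own balance of change (adjusted p = 0.00820). Pdia5 passed the test over all genes with DESeq2 (adjusted p = 0.0192), without IXA4 replicate 2 (0.0454) and without vehicle replicate 3 (0.0478).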

Gene set enrichment analysis (GSEA) confirmed activation of the IRE1/XBP1s transcriptional program in IXA4-treated DIO mice (Supplementary Fig. S1h). In contrast, IXA4 treatment did not induce genes regulated by the PERK arm of the UPR, such as *Chop/Ddit3* or *Gadd34*/*Ppp1r15a* (Fig. 1e, f). 

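Ddit3, which encodes the transcription factor CHOP, was at 9.91 ± 3.71 CPM with IXA4 and 6.31 ± 0.940 with vehicle (SD, n = 4), a difference that did not pass the test (log2 fold change 0.65, SE 0.23, adjusted p = 0.141). Ppp1r15a, which encodes the GADD34 subunit of the phosphatase that acts on eIF2α, was at 14.1 ± 2.19 CPM with IXA4 and 15.6 ± 1.90 with vehicle (SD, n = 4) (log2 fold change -0.15, SE 0.14, adjusted p = 0.599). Cebpb, a transcription factor gene and the most abundant PERK target in these livers, had a log2 fold change of 0.25 (adjusted p = 0.335). Of the 20 PERK targets of Supplementary Data 2, edgeR called 0 over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 5 were higher and 2 lower, and DESeq2 called 1 higher, and edgeR called 1 higher without IXA4 replicate 2 and 1 without IXA4 replicate 4. As a group they had a mean log2 fold change of 0.22 and a median of 0.11, with 14 positive and 6 negative values (camera, adjusted p = 0.214). The score per mouse was 0.11 to 0.44 with IXA4 and -0.20 to 0.25 with vehicle (exact permutation test, p = 0.0857). Ddit3 lies at chromosome 10, 126727830 to 126733344, and Ppp1r15a at chromosome 7, 52778286 to 52781638.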

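Hspa5, which encodes the ER chaperone BiP (chromosome 2, 34627490 to 34632051), was 3.48-fold higher in IXA4-treated livers, at 1409 ± 749.7 CPM with IXA4 and 405 ± 46.8 with vehicle (SD, n = 4) (log2 fold change 1.80, SE 0.32, adjusted p = 0.0176). Manf, which encodes a secreted ER stress-response protein, was at 252 ± 88.9 CPM with IXA4 and 50.9 ± 9.45 with vehicle (SD, n = 4) (log2 fold change 2.31, SE 0.24, adjusted p = 7.70e-04). Herpud1, a component of ER-associated degradation, was the most abundant ATF6 target that did not pass (log2 fold change 0.33, adjusted p = 0.272). Of the 17 ATF6 targets of Supplementary Data 2, 6 rose and 11 did not pass the test over all genes, and 9 rose when adjusted over the list alone. As a group the ATF6 targets rose, with a mean log2 fold change of 0.86 (camera, adjusted p = 7.85e-09; adjusted p = 0.192 with an estimated correlation). The score per mouse was 0.45 to 1.37 with IXA4 and -0.11 to 0.15 with vehicle (exact permutation test, p = 0.0286). The call of Hspa5 was lost without a filter on low counts (adjusted p = 0.0582) and in 3 fits that left out a library, with adjusted p of 0.0601 without vehicle replicate 1, 0.0522 without vehicle replicate 2 and 0.0602 without vehicle replicate 4. The number of ATF6 targets that rose was 2 without the filter, 1 without vehicle replicate 1, 1 without vehicle replicate 2, 2 without vehicle replicate 3 and 1 without vehicle replicate 4.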

Genes primarily regulated by ATF6 signaling (e.g., *Hspa5*) were modestly induced by IXA4 treatment, a reflection of the intrinsic, natural overlap between the XBP1s and ATF6 genesets^30,31^ noted above. Importantly, co-administration of IXA4 and STF-083010 (5 mg/kg) daily for 3 weeks attenuated IXA4-stimulated expression of *Dnajb9* and *Hspa5* in the liver of DIO mice, confirming that IXA4 treatment primarily induced *Hspa5* expression by increasing IRE1/XBP1s activity and not ATF6 signaling (Supplementary Fig. S1i). GSEA analysis revealed that IXA4 treatment did not activate any additional stress-responsive transcriptional pathways, such as the heat shock response (HSR) or the oxidative stress response (OSR) (Supplementary Fig. S1j, k). 

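Bag3, which encodes a co-chaperone of the HSP70 family and is a target of the heat shock factor HSF1, rose in IXA4-treated livers, at 67.2 ± 14.7 CPM with IXA4 and 37.8 ± 4.82 with vehicle (SD, n = 4) (log2 fold change 0.83, SE 0.15, adjusted p = 0.00800). It was the 1 of 20 heat shock response genes, listed before the data were examined, that passed over all genes and when adjusted over the list alone. Among 24 oxidative stress response genes, Osgin1, a growth inhibitor gene induced by oxidative stress, rose (log2 fold change 1.21, SE 0.27, adjusted p = 0.0390). Gclc, which encodes the catalytic subunit of the rate-limiting enzyme of glutathione synthesis, fell (log2 fold change -0.49, SE 0.10, adjusted p = 0.0149). These were also the genes called when adjusted over the list alone, and Fth1, the ferritin heavy chain gene, had a log2 fold change of -0.22 (adjusted p = 0.390). The heat shock response genes had a mean log2 fold change of 0.32 and a median of 0.16. Camera called the heat shock list higher (adjusted p = 0.0347; adjusted p = 0.648 with an estimated correlation), and the scores per mouse did not pass (exact permutation test, p = 0.457). The oxidative stress response genes had a mean of -0.18. Camera called them lower (adjusted p = 0.0241; adjusted p = 0.512 with an estimated correlation), and their scores did not pass either (exact permutation test, p = 0.457). The camera call of the heat shock response was lost at 0.917 without IXA4 replicate 4, 0.140 without vehicle replicate 1 and 0.107 without vehicle replicate 4. For the oxidative stress response it was lost at 0.140 without IXA4 replicate 4 and 0.208 without vehicle replicate 4. The difference in mean score between groups was 0.24 for the heat shock response and 0.02 without IXA4 replicate 4. For the oxidative stress response it was -0.17, -0.04 without IXA4 replicate 4 and -0.06 without vehicle replicate 4. The adjusted p of Osgin1 was 0.0956 without IXA4 replicate 1, 0.0830 without IXA4 replicate 3, 0.133 without IXA4 replicate 4, 0.118 without vehicle replicate 1, 0.0891 without vehicle replicate 2, 0.0727 without vehicle replicate 3 and 0.0883 without vehicle replicate 4. For Gclc it was 0.0527 without vehicle replicate 1 and 0.0507 without vehicle replicate 4.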

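Genes of the secretory pathway, in 5 lists set before the data were examined, rose in IXA4-treated livers at each step from entry into the ER to transport out of it. Some genes are in more than 1 list, so the lists are not independent. Genes also in other lists were 7 of ER chaperones and folding, 5 of ER translocation, 2 of N-glycosylation, 4 of ERAD and 2 of vesicle transport. So were 11 of the 18 IRE1/XBP1s targets and 11 of the 17 ATF6 targets. Of 23 genes of ER translocation, 18 rose (19 when adjusted over the list alone). Among them were Spcs2, a signal peptidase subunit (log2 fold change 1.05, adjusted p = 2.05e-04), and Srp68, a protein of the signal recognition particle (log2 fold change 0.94, adjusted p = 2.08e-04). Of 20 genes of ER chaperones and folding, 12 rose (18 when adjusted over the list alone). P4hb, the protein disulfide isomerase gene, was at 1339.7 ± 179 CPM with IXA4 and 863 ± 63.1 with vehicle (SD, n = 4) (log2 fold change 0.64, SE 0.11, adjusted p = 0.00768). Of 28 genes of N-glycosylation, 10 rose (15 when adjusted over the list alone). These included the mannosyltransferase gene Alg2 (log2 fold change 1.61) and Ostc, a subunit of the oligosaccharyltransferase (log2 fold change 1.32). Of 18 ERAD genes, 6 rose (12 when adjusted over the list alone). Examples are H47, which encodes selenoprotein S (log2 fold change 1.11), and Ubxn4 (log2 fold change 0.91), both membrane proteins of that pathway. Of 24 genes of COPII and COPI vesicle transport, 14 rose (17 when adjusted over the list alone). Arfgap3, a regulator of COPI vesicles, was at 22.5 ± 6.35 CPM with IXA4 and 4.03 ± 0.458 with vehicle (SD, n = 4) (log2 fold change 2.48, SE 0.20, adjusted p = 7.48e-05). The mean log2 fold change was 1.25 for ER chaperones and folding, 0.77 for ERAD, 0.74 for ER translocation, 0.59 for vesicle transport and 0.44 for N-glycosylation. Camera called all 5 lists, with adjusted p of 8.35e-20, 1.31e-10, 7.98e-28, 8.35e-20 and 6.42e-12. In the same order, the adjusted p = 0.162, 0.192, 0.0768, 0.162 and 0.0768 with an estimated correlation. In all 5 lists the scores of the IXA4-treated mice lay above those of the vehicle-treated mice (exact permutation test, p = 0.0286). The number that rose among ER chaperones and folding was 3 without vehicle replicate 1, 2 without vehicle replicate 2, 5 without vehicle replicate 3 and 2 without vehicle replicate 4, and 3 without a filter on low counts. For ER translocation it was 11 without vehicle replicate 1, 11 without vehicle replicate 2 and 11 without vehicle replicate 4. For N-glycosylation it was 6 without vehicle replicate 1. For ERAD it was 3 without IXA4 replicate 3, 3 without vehicle replicate 1 and 3 without vehicle replicate 2. For vesicle transport it was 7 without IXA4 replicate 3, 6 without vehicle replicate 1, 8 without vehicle replicate 2, 7 without vehicle replicate 3 and 7 without vehicle replicate 4, and 9 under scaling by total counts alone.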

Gene ontology (GO) also indicated that pathways induced by IXA4 treatment were largely associated with UPR-linked processes, including ER stress and secretory proteostasis (Supplementary Data 3), offering further evidence of the selectivity of this molecule in the liver of DIO mice. As expected, IXA4 treatment also increased the levels of nuclear XBP1s protein and of XBP1s-regulated proteins (e.g., BiP, SEC24D) (Fig. 1g, h). In contrast, IXA4 treatment did not induce PERK phosphorylation or phosphorylation of the PERK kinase substrate eIF2α, corroborating that IXA4 did not activate this pathway in the liver of DIO mice. These transcriptional and immunoblotting results indicate that, in the liver of treated DIO mice, IXA4 preferentially activated the IRE1/XBP1s signaling arm of the UPR.

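Within each mouse, the targets of IRE1/XBP1s exceeded those of PERK by 0.85 on the log2 scale after IXA4, relative to vehicle. In single IXA4-treated mice this was 0.68 to 1.20 (exact permutation test on the difference between the arms, p = 0.0286; adjusted p = 0.0429 over 3 comparisons). The targets of ATF6 exceeded those of PERK by 0.55 (exact permutation test, p = 0.0286). The targets of IRE1/XBP1s exceeded those of ATF6 by 0.29, a difference that did not pass the test (exact permutation test, p = 0.0571). The increase in the IRE1/XBP1s score, 1.09, was larger than its spread among IXA4-treated mice (SD 0.30, n = 4) and vehicle-treated mice (SD 0.0496, n = 4). The paper describes the ATF6 targets as modestly induced and puts this down to the overlap between the XBP1s and ATF6 genesets. It also reports that an IRE1 inhibitor given with IXA4 attenuated the rise of Hspa5 in livers of DIO mice after a shorter treatment. In its fibroblasts with and without Atf6, Hspa5 expression under IXA4 was similar. From such experiments it attributes the rise of Hspa5 mainly to IRE1/XBP1s rather than to ATF6 signaling. From its transcriptional results, in which PERK targets were not induced, and its immunoblots, the paper concludes that IXA4 preferentially activates the IRE1/XBP1s arm in these livers.

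**Figure D1:**
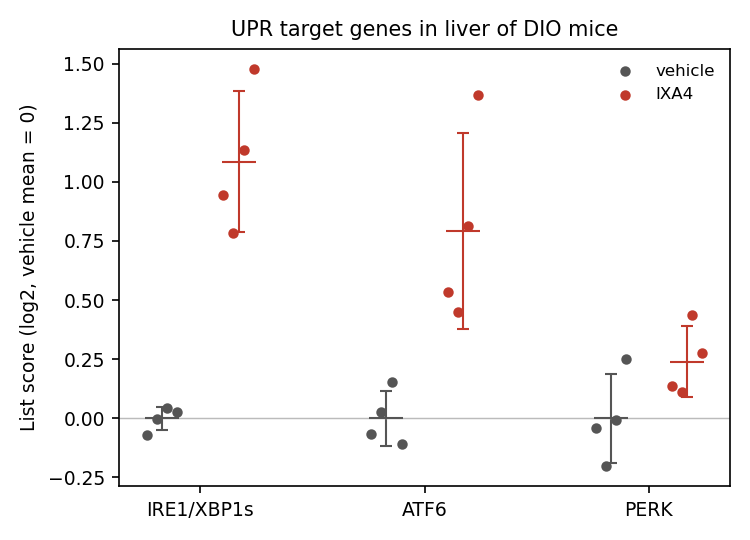
Score of the targets of each UPR arm in single livers (mean over the listed genes of log2 CPM minus the vehicle mean), by treatment, with 4 livers per group. Points are libraries, lines are means and bars are SD. In the IRE1/XBP1s arm the IXA4-treated mice lie between 0.78 and 1.48, above all vehicle-treated mice.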

Despite the noted increase in IRE1/XBP1s signaling, chronic treatment with IXA4 did not alter the expression of hepatic RIDD targets (Supplementary Fig. S1)^33^. Similarly, IXA4 treatment did not increase JNK phosphorylation or downstream induction of pro-apoptotic genes in the liver of DIO mice (Supplementary Fig. S1m, n). 

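The 5 RIDD targets of Supplementary Fig. S1l are mRNAs that the IRE1 ribonuclease can cut, so that they would be lower with RIDD. Bloc1s1, a subunit of a lysosome-related complex (chromosome 10, 128354938 to 128361091), was at 21.4 ± 5.49 CPM with IXA4 and 28.7 ± 2.69 with vehicle (SD, n = 4), a difference that did not pass the test (log2 fold change -0.43, SE 0.16, adjusted p = 0.178). Hgsnat, a lysosomal acetyltransferase gene, was at 58.0 ± 4.38 CPM with IXA4 and 60.6 ± 2.89 with vehicle (SD, n = 4) (log2 fold change -0.06, SE 0.09, adjusted p = 0.743). Ppp2r1a, a scaffold subunit of protein phosphatase PP2A, had a log2 fold change of -0.04 (adjusted p = 0.832), the scavenger receptor gene Scara3 of -0.12 (0.890) and the ATPase gene Ruvbl1 of 0.48 (0.272). Of the 5 genes edgeR called 0 over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 1 was lower, and DESeq2 called 0. The mean log2 fold change of the RIDD targets was -0.03 (camera, adjusted p = 0.571; exact permutation test over mice, p = 0.714). Their difference in mean score was -0.043, and -0.118 without IXA4 replicate 3. It turned sign without IXA4 replicate 1 (0.0164) and without IXA4 replicate 4 (4.08e-04). Bloc1s1 passed without IXA4 replicate 2 (adjusted p = 0.0435). Scara3, at under 1 CPM, changed sign without IXA4 replicate 1 (log2 fold change 0.09) and without vehicle replicate 1 (0.00554).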

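Fas, which encodes a death receptor of the TNF receptor family, rose in IXA4-treated livers, at 23.4 ± 4.55 CPM with IXA4 and 15.5 ± 1.53 with vehicle (SD, n = 4) (log2 fold change 0.60, SE 0.14, adjusted p = 0.0306). Aifm1, which encodes apoptosis-inducing factor of the mitochondria, was the most abundant pro-apoptotic gene and did not pass (log2 fold change -0.07, adjusted p = 0.693). Of 19 pro-apoptotic genes tested, from a list set before the data were examined, Fas was the 1 that passed over all genes and when adjusted over the list alone. At an unadjusted p under 0.05, 3 were higher and 1 lower. The pro-apoptotic genes had a mean log2 fold change of 0.03 and a median of -0.06, which differ in sign (camera, adjusted p = 0.957; exact permutation test over mice, p = 0.457). The call of Fas was lost in 6 of the 8 fits that left out a library, with adjusted p of 0.0870 without IXA4 replicate 3, 0.0680 without IXA4 replicate 4, 0.102 without vehicle replicate 1, 0.0512 without vehicle replicate 2, 0.0656 without vehicle replicate 3 and 0.0936 without vehicle replicate 4. In those 6 the count of pro-apoptotic genes that rose was 0, and without IXA4 replicate 2 it was 2. The direction in camera turned at adjusted p of 0.775 without IXA4 replicate 1, 0.994 without vehicle replicate 1, 0.998 without vehicle replicate 2 and 0.965 without vehicle replicate 4.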

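Icam1, which encodes an adhesion molecule for leukocytes and is induced by NF-κB, rose in IXA4-treated livers, at 11.5 ± 3.27 CPM with IXA4 and 6.27 ± 0.433 with vehicle (SD, n = 4) (log2 fold change 0.87, SE 0.19, adjusted p = 0.0205). Of 17 NF-kB targets tested, from a list set before the data were examined, Icam1 was the 1 that rose over all genes, and 4 rose when adjusted over the list alone. Sod2, a superoxide dismutase gene, was the most abundant that did not pass (log2 fold change -0.06, adjusted p = 0.792). Of the 23 listed, Ccl3, Ccl4, Cxcl2, Il6, Tnf and Traf1 had too few counts to be tested. Among the 17, 13 were at 1 CPM or more with vehicle, so that the others lay near the floor of detection. The NF-kB targets had a mean log2 fold change of 0.82, with 14 positive and 3 negative values (camera, adjusted p = 0.00319; adjusted p = 0.192 with an estimated correlation). Their score was 0.28 to 1.05 with IXA4 and -0.07 to 0.10 with vehicle (exact permutation test, p = 0.0286). The adjusted p of Icam1 was 0.0528 without IXA4 replicate 1, 0.0689 without vehicle replicate 1, 0.0515 without vehicle replicate 2, 0.0560 without vehicle replicate 3 and 0.0580 without vehicle replicate 4. The number of NF-kB targets that rose was 0 in those 5 fits, 5 without IXA4 replicate 2, 2 without a filter on low counts and 4 of the 17 with DESeq2.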

We also did not observe increases in NF-κB transcriptional activity (Supplementary Fig. S1o). These results indicate that IXA4 did not stimulate RIDD or TRAF2-mediated IRE1 signaling in the liver of treated DIO mice (Fig. 1a). This finding likely reflects the transient nature of IXA4-induced IRE1/XBP1s activation in the liver (Fig. 1b), which is expected to limit the deleterious effects linked to sustained IRE1 signaling. 

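Some genes of secreted acute phase proteins rose in IXA4-treated livers. Saa1 (chromosome 7, 53995871 to 53998350), a serum amyloid A gene, was at 3551 ± 1193 CPM with IXA4 and 203 ± 214 with vehicle (SD, n = 4) (log2 fold change 4.13, SE 0.85, adjusted p = 0.0485). Its paralog Saa2 was at 3123 ± 1102 CPM with IXA4 and 112 ± 144 with vehicle (SD, n = 4) and did not pass (log2 fold change 4.80, SE 1.02, adjusted p = 0.0544). Orm2, an orosomucoid gene, was at 329 ± 130.3 CPM with IXA4 and 43.8 ± 32.3 with vehicle (SD, n = 4) (log2 fold change 2.91, SE 0.55, adjusted p = 0.0343). Its paralog Orm1 had a log2 fold change of 1.51 (adjusted p = 0.00118). Short reads can be shared within each of these pairs of paralogs, so the level of a single member is uncertain. Hp, the haptoglobin gene, rose by 0.81 on the log2 scale (adjusted p = 0.00434). Serpina1b, of the alpha-1-antitrypsin family whose copies also share reads, had a log2 fold change of 0.06 (adjusted p = 0.823). Of the 28 genes of the acute phase response in Supplementary Fig. S1p, 7 rose (8 rose and 1 fell when adjusted over the list alone). Their mean log2 fold change was 0.84 (camera, adjusted p = 1.17e-06; adjusted p = 0.192 with an estimated correlation). Of 18 further acute phase and STAT3 genes, 7 rose (14 when adjusted over the list alone). These include Osmr, the receptor for oncostatin M (log2 fold change 1.97), and Hpx, the hemopexin gene (0.76). The mean of the further list was 1.40 (camera, adjusted p = 7.69e-13; adjusted p = 0.147 with an estimated correlation). Scores of both lists were higher in every IXA4-treated mouse than in any vehicle-treated mouse (exact permutation test, p = 0.0286).
All 4 fibrosis genes of Supplementary Fig. S1q rose, over all genes and when adjusted over the list alone. Col1a1, the gene of the type I collagen chain alpha-1 (chromosome 11, 94797538 to 94814356), was at 74.9 ± 34.5 CPM with IXA4 and 9.72 ± 4.22 with vehicle (SD, n = 4) (log2 fold change 2.94, SE 0.44, adjusted p = 0.0134). Timp1, an inhibitor of metalloproteinases, was at 8.07 ± 1.51 CPM with IXA4 and 1.16 ± 0.899 with vehicle (SD, n = 4) (log2 fold change 2.78, SE 0.36, adjusted p = 0.00149). Without vehicle replicate 4 the log2 fold change of Timp1 was 3.48. The smooth muscle actin gene Acta2 (log2 fold change 1.56, adjusted p = 0.00768) and the metalloproteinase gene Mmp2 (log2 fold change 1.55, adjusted p = 0.00281) also rose. The study chose these fibrosis genes, so the count adjusted over the list alone is not independent evidence. Their mean log2 fold change was 2.21 (camera, adjusted p = 3.85e-12; adjusted p = 0.0619 with an estimated correlation). Markers of mesothelial cells, which cover the liver surface, were higher in the same livers, with 3 of 8 passing (4 when adjusted over the list alone). The mesothelial mean was 1.15 (camera, adjusted p = 2.44e-04; adjusted p = 0.226 with an estimated correlation), and the scores did not pass (exact permutation test, p = 0.0571). The number of mesothelial markers that rose was 1 without IXA4 replicate 1, 1 without IXA4 replicate 3, 1 without vehicle replicate 1 and 1 without vehicle replicate 2.
The adjusted p of Saa1 was 0.0931 without IXA4 replicate 1, 0.0695 without IXA4 replicate 2, 0.0781 without IXA4 replicate 3, 0.113 without IXA4 replicate 4, 0.144 without vehicle replicate 1, 0.0926 without vehicle replicate 2 and 0.0763 without vehicle replicate 3, 0.0607 under scaling by total counts alone and 0.0714 without a filter on low counts. Vehicle replicate 4 lay above the other vehicle libraries in these genes, and without it the log2 fold change was 5.17 for Saa1, 6.27 for Saa2 and 3.57 for Orm2. For Saa2 the adjusted p was 0.00136 without vehicle replicate 4 and 4.47e-05 with DESeq2. For Orm2 it was 0.0758 without IXA4 replicate 1, 0.0675 without IXA4 replicate 3, 0.0819 without IXA4 replicate 4, 0.0997 without vehicle replicate 1, 0.0963 without vehicle replicate 2 and 0.0689 without vehicle replicate 3, and 0.0580 without the filter. The number of acute phase response genes that rose was 4 without IXA4 replicate 1, 4 without IXA4 replicate 3, 4 without IXA4 replicate 4, 3 without vehicle replicate 1, 3 without vehicle replicate 2 and 3 without vehicle replicate 3, and 4 without the filter, and 1 fell without vehicle replicate 3. Among the further acute phase and STAT3 genes it was 12 without IXA4 replicate 2, 3 without IXA4 replicate 4, 3 without vehicle replicate 1, 3 without vehicle replicate 2 and 4 without vehicle replicate 3, and 14 with DESeq2.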

Although we noticed an upregulation of select acute phase response (e.g., *Saa1*, *Saa2*, and *Orm2*) and fibrosis genes (e.g., *Col1a1* and *Timp1*) in livers of IXA4-treated DIO mice (Supplementary Fig. S1p, q), IXA4 treatment did not increase liver fibrosis (Supplementary Fig. S1r) or the levels of multiple plasma cytokines (Supplementary Fig. S1s). In addition, no increase in mRNA levels of the macrophage marker *Cd68* or of ceramide synthesis genes associated with IRE1-stimulated hepatocyte inflammation^34^ was seen (Supplementary Fig. S1t, u). These results indicate that IXA4 treatment did not exacerbate hepatic inflammation or fibrosis in DIO mice. 

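Cd68, a lysosomal glycoprotein gene of macrophages (chromosome 11, 69477715 to 69479655), was at 17.2 ± 5.30 CPM with IXA4 and 19.4 ± 3.66 with vehicle (SD, n = 4), a difference that did not pass the test (log2 fold change -0.17, SE 0.21, adjusted p = 0.702). Sptlc1 and Sptlc2 encode subunits of serine palmitoyltransferase, the first enzyme of ceramide synthesis. Sptlc1 was at 16.4 ± 0.205 CPM with IXA4 and 16.7 ± 2.30 with vehicle (SD, n = 4) (log2 fold change -0.02, SE 0.11, adjusted p = 0.937), and Sptlc2 was at 14.9 ± 1.99 CPM with IXA4 and 12.8 ± 1.77 with vehicle (SD, n = 4) (log2 fold change 0.22, SE 0.14, adjusted p = 0.416). Of these 2 ceramide synthesis genes edgeR called 0, over all genes and when adjusted over the list alone. At an unadjusted p under 0.05 there were 0, and DESeq2 called 0 (mean log2 fold change 0.10; exact permutation test over mice, p = 0.371). Of 12 markers of resident Kupffer cells edgeR also called 0, over all genes and when adjusted over the list alone. There were 0 at an unadjusted p under 0.05 and 0 by DESeq2 (mean log2 fold change -0.08; camera, adjusted p = 0.441; exact permutation test, p = 0.857). Of 12 listed markers of monocyte-derived macrophages, Ccr2, Ly6c1 and Ly6c2 had too few counts to be tested. Of the 9 tested, 2 rose, over all genes and when adjusted over the list alone. They were the integrin gene Itgam (log2 fold change 3.46, SE 0.47, adjusted p = 0.00238) and the osteopontin gene Spp1, which cholangiocytes also express (log2 fold change 0.70, SE 0.11, adjusted p = 0.00281). Itgam rose from a low level of 0.571 CPM with vehicle. The monocyte-derived macrophage markers had a mean log2 fold change of 0.54 (camera, adjusted p = 0.0149; adjusted p = 0.444 with an estimated correlation), and their scores did not pass (exact permutation test, p = 0.257). The camera call of the monocyte-derived macrophage markers was lost without IXA4 replicate 2 (adjusted p = 0.162), where their difference in mean score was 0.18 against 0.44 with all libraries. Under a filter of 10 counts in every library 1 of them rose. Sptlc1 changed sign without vehicle replicate 4 (log2 fold change 0.07). Camera called the resident Kupffer cell markers lower at 0.0437 without IXA4 replicate 4 and 0.00819 without vehicle replicate 3, and turned their direction without vehicle replicate 4 (adjusted p = 0.735).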

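Extracellular matrix genes beyond those of Supplementary Fig. S1q rose in IXA4-treated livers, in 12 of 22 cases (16 when adjusted over the list alone). Lox, which encodes a collagen-crosslinking enzyme, had the largest rise of these (log2 fold change 4.33, SE 0.47, adjusted p = 1.12e-04), from a level near the floor of 0.0715 CPM. Col6a2, which encodes a chain of type VI collagen, was at 17.8 ± 4.05 CPM with IXA4 and 4.96 ± 0.575 with vehicle (SD, n = 4) (log2 fold change 1.84, SE 0.17, adjusted p = 1.08e-04). Markers of hepatic stellate cells, the main matrix-producing cells of the liver, moved the other way, and 2 of 11 fell (5 when adjusted over the list alone). These were Reln, a secreted glycoprotein gene (log2 fold change -0.92, SE 0.15, adjusted p = 0.00488), and Colec11, a collectin gene (log2 fold change -0.93, SE 0.17, adjusted p = 0.00793). Markers of sinusoidal endothelial cells were also lower, with 3 of 12 past the test (7 when adjusted over the list alone). One was Kdr, the receptor of vascular endothelial growth factor (log2 fold change -0.93, SE 0.18, adjusted p = 0.0127). Bulk levels do not tell fewer stellate or endothelial cells from lower expression of their markers per cell. The fall of the stellate markers therefore does not exclude stellate cells as a source of the matrix transcripts. Among mesothelial markers, the retinaldehyde dehydrogenase gene Aldh1a2 rose with the matrix genes (log2 fold change 2.67, SE 0.52, adjusted p = 0.0118), from a low level of 0.197 CPM with vehicle. The mean log2 fold change was 1.26 for the extracellular matrix, -0.52 for stellate cells and -0.71 for endothelial cells. Camera called all 3 (adjusted p of 6.97e-29, 6.12e-05 and 2.58e-07). In the same order, the adjusted p = 0.0619, 0.0768 and 0.192 with an estimated correlation. The permutation test over mice gave an exact two-sided p of 0.0286 for the extracellular matrix, 0.0286 for stellate cells and 0.0571 for endothelial cells. The liver expresses many of these genes at rest. With vehicle, 19 of the 22 matrix genes, 10 of the 11 stellate markers, 12 of the 12 endothelial markers and 5 of the 8 mesothelial markers were at 1 CPM or more. The number of endothelial markers that fell was 1 without IXA4 replicate 3, 1 without vehicle replicate 1, 1 without vehicle replicate 2, 1 without vehicle replicate 4 and 5 without vehicle replicate 3, and 5 with DESeq2.

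**Figure D2:**
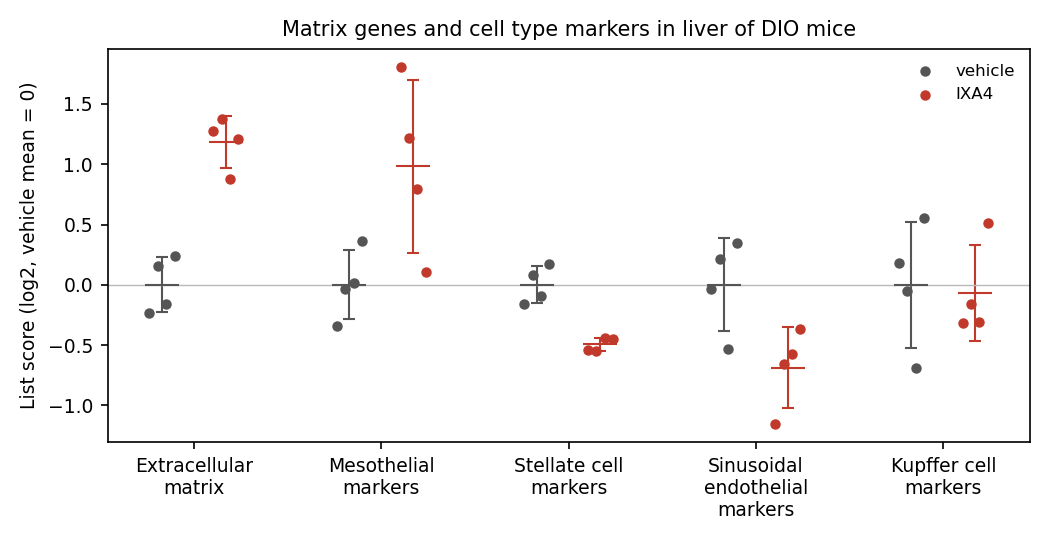
Scores of matrix genes and of markers of other cell types in single livers (mean over the listed genes of log2 CPM minus the vehicle mean), by treatment, with 4 livers per group. Points are libraries, lines are means and bars are SD. The extracellular matrix scores of IXA4-treated mice lie between 0.88 and 1.38, and their stellate marker scores between -0.54 and -0.44.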

Consistent with this notion, IXA4 treatment did not alter ALT or AST plasma levels following 3 weeks of treatment (Supplementary Fig. S1v). After 8 weeks of IXA4 treatment, plasma ALT levels were reduced, an indication of improved liver function (Supplementary Fig. S1w). Together, these findings show that IXA4 treatment stimulated protective IRE1/XBP1s signaling in the liver of DIO mice in the absence of pathologic IRE1 activities.

### Treatment with IXA4 improves glucose homeostasis in DIO mice

Liver overexpression of the active XBP1s transcription factor to physiologically relevant levels improves systemic glucose metabolism in obese-diabetic mice^17,18,20^. Because IXA4 treatment preferentially activated protective IRE1/XBP1s signaling in the liver, we anticipated that this compound would similarly improve systemic glucose metabolism in DIO mice. Indeed, IXA4 treatment reduced fasting blood glucose, plasma insulin, and the HOMA-IR in DIO mice, reflecting improvements in insulin sensitivity (Fig. 2a–c). IXA4 treatment also increased systemic glucose clearance measured using a glucose tolerance test (GTT) when glucose was administered either orally (OGTT; Fig. 2d, e) or intraperitoneally (IPGTT; Fig. 2f, g). IXA4-induced enhancement of glucose clearance was independent of changes in body weight or food intake, which were not different between treatment groups (Supplementary Fig. S2a, b). Levels of plasma triglycerides and free fatty acids were also not altered by IXA4 treatment, though there was a modest decrease in plasma cholesterol in treated mice (Supplementary Fig. S2c–e). Importantly, the improvement in glucose tolerance seen in IXA4-treated DIO mice was not observed in mice co-treated with IXA4 and STF-083010, indicating that this benefit of IXA4 treatment can be ascribed to IRE1 activity (Fig. 2h). As was reported previously in the case of hepatic XBP1s overexpression^18^, we noted no increase in insulin-stimulated glucose clearance, as assessed in an insulin tolerance test (ITT), in DIO mice treated with IXA4 for 2 weeks (Fig. 2i). AKT phosphorylation was also not affected in gastrocnemius muscle isolated from IXA4-treated DIO mice and acutely challenged ex vivo with insulin (Supplementary Fig. S2f). Similarly, AKT phosphorylation was not altered in quadriceps muscle of IXA4-treated DIO mice isolated 15 min after an in vivo oral glucose bolus (Supplementary Fig. S2g). However, AKT phosphorylation was increased in livers isolated from IXA4-treated DIO mice after oral administration of a glucose bolus or a meal challenge (Fig. 2j, k and Supplementary Fig. S2h), reflecting improved insulin action in this tissue. These observations indicate that IXA4 treatment improved glucose homeostasis in the liver of treated DIO mice in physiologically relevant contexts such as feeding.

**Fig. 2:**
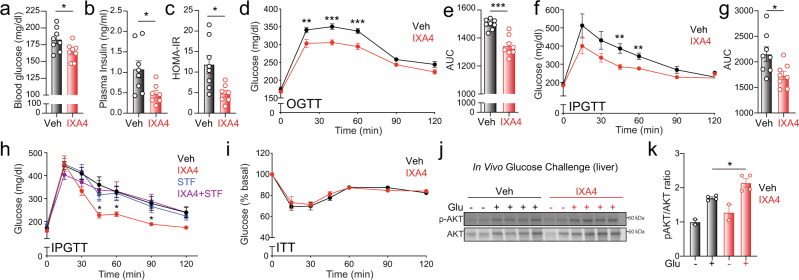
Chronic IXA4 treatment enhances systemic glucose homeostasis. **a**–**c** Fasted plasma glucose (**a**), insulin (**b**), and HOMA-IR (**c**) in DIO mice after 46 days of IXA4 treatment. Error bars show SEM for *n* = 7 or 8 mice. One IXA4-treated mouse was excluded from panels **b**, **c** using a ROUT outlier test. *P < 0.05 for a two-tailed Welch’s *t* test. **d** Oral GTT in DIO mice 38 days after start of IXA4 treatment. Error bars show SEM for *n* = 8 mice/condition. **P < 0.01, ***P < 0.001 for two-way ANOVA. **e** Area under the curve (AUC) quantification of the OGTT in (**d**). ***P < 0.001 for a two-tailed Welch’s *t* test. **f** Intraperitoneal GTT (IPGTT) in DIO mice 22 days after start of IXA4 treatment. Error bars show SEM for *n* = 8 mice/condition. **P < 0.01 for a two-tailed Welch’s *t* test. **g** AUC quantification of the IPGTT in (**f**). *P < 0.05 for a two-tailed Welch’s *t* test. **h** IPGTT in DIO mice 10 days after start of treatment with IXA4 (50 mg/kg) and/or STF-083010 (STF; 5 mg/kg). Error bars show SEM for *n* = 8 mice/condition. *P < 0.05 for two-way ANOVA comparing mice treated with IXA4 in the presence or absence of STF. **i** ITT in DIO mice after 17 days of IXA4 treatment. Error bars show SEM for *n* = 8 mice/condition. **j** Immunoblot of AKT phosphorylation in liver 15 min after an oral bolus of glucose was administered to DIO mice treated for 60 days with IXA4. **k** pAKT/AKT ratio of immunoblots shown in (**j**). Error bars show SEM for *n* = 2 or 4 replicates, *P < 0.05 for a two-tailed Welch’s *t* test. Source data for all panels in this figure are provided as Source Data File 2. Uncropped images of the immunoblots in panel (**j**) are included in Source Data.

### IXA4 treatment suppresses hepatic gluconeogenesis

A primary mechanism whereby overexpression of XBP1s in the liver enhances hepatic glucose control is the induction of post-translational degradation of FOXO1—a key transcriptional regulator of hepatic gluconeogenic gene expression^18^. We found that treatment of primary mouse hepatocytes with IXA4 reduced FOXO1 protein levels independent of changes in *Foxo1* mRNA (Supplementary Fig. S3a, b). The IXA4-induced decrease in FOXO1 levels was attenuated by co-treatment with the IRE1 inhibitor 4μ8c, indicating that it requires IRE1 signaling. Consistent with decreased FOXO1 activity, IXA4 treatment reduced protein levels of the FOXO1-regulated gluconeogenic enzyme PCK1 in primary hepatocytes (Supplementary Fig. S3c). Co-treatment with 4μ8c restored PCK1 levels in these cells, showing that this reduction could be attributed to increased IRE1 activity. 

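Foxo1 mRNA, for the transcription factor that drives hepatic glucose production in fasting (chromosome 3, 52072259 to 52154031), fell in the livers of DIO mice treated with IXA4 for 8 weeks, to 18.0 ± 2.45 CPM with IXA4 and 27.5 ± 2.85 with vehicle (SD, n = 4) (log2 fold change -0.61, SE 0.12, adjusted p = 0.0129). Every IXA4-treated mouse lay below every vehicle-treated mouse (exact permutation test, p = 0.0286). Ppargc1a, which encodes a coactivator of gluconeogenic transcription, also fell, to 9.78 ± 2.91 CPM with IXA4 and 19.4 ± 3.01 with vehicle (SD, n = 4) (log2 fold change -0.99, SE 0.19, adjusted p = 0.0142). Of 14 insulin and FOXO1 responsive genes, listed before the data were examined, these 2 fell and the others did not pass, over all genes and when adjusted over the list alone. The mean log2 fold change of the insulin and FOXO1 responsive genes was -0.05 (camera, adjusted p = 0.0909; exact permutation test over mice, p = 0.486), and the camera test passed at 0.00906 without IXA4 replicate 3, 0.0437 without IXA4 replicate 4 and 0.0254 without vehicle replicate 3, and at 0.0365 without a filter on low counts.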

IXA4 treatment also tended to decrease FOXO1 protein levels in the liver of chronically treated DIO mice (Supplementary Fig. S3d), though in this setting the reduction in FOXO1 levels was accompanied by a decrease in *Foxo1* mRNA, probably reflecting the consequences of chronic, long-term treatment with an IRE1/XBP1s activator (Supplementary Fig. S3e). 

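G6pc, which encodes the glucose-releasing subunit of glucose-6-phosphatase (chromosome 11, 101228875 to 101239217), was at 89.4 ± 31.8 CPM with IXA4 and 194 ± 54.9 with vehicle (SD, n = 4) by RNA-seq, a difference that did not pass the test over all genes (log2 fold change -1.12, SE 0.30, adjusted p = 0.0826). Pck1, which encodes the cytosolic phosphoenolpyruvate carboxykinase (chromosome 2, 172978549 to 172984774), was at 2027 ± 271 CPM with IXA4 and 2529 ± 235 with vehicle (SD, n = 4) (log2 fold change -0.32, SE 0.12, adjusted p = 0.172). Of the 27 gluconeogenesis genes of Supplementary Data 4 that could be tested, 19 had negative and 8 positive values, with a mean log2 fold change of -0.08 and a median of -0.15. Of these genes edgeR called 0, over all genes and when adjusted over the list alone. At an unadjusted p under 0.05, 5 were lower and 1 was higher, and DESeq2 called 2 lower and 1 higher. Without IXA4 replicate 2 edgeR called 1 lower and 1 higher, and without vehicle replicate 3 it called 1 lower. Against all other genes, gluconeogenesis was lower (camera, adjusted p = 0.0231; adjusted p = 0.512 with an estimated correlation), whereas the score per mouse did not pass (exact permutation test, p = 0.314). The camera call of gluconeogenesis was lost at 0.153 without IXA4 replicate 4 and 0.0728 without vehicle replicate 4. The difference in mean score was -0.08, -0.03 without IXA4 replicate 4 and -0.04 without vehicle replicate 4. G6pc passed without IXA4 replicate 2 (adjusted p = 0.0226), without vehicle replicate 3 (0.0227) and with DESeq2 (2.38e-04).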

Likely as a result of reduced FOXO1 activity, chronic IXA4 treatment broadly decreased expression of gluconeogenic genes in the liver of DIO mice (Fig. 3a, Supplementary Fig. S3f, and Supplementary Data 4). Specifically, expression of the key gluconeogenic genes *Pck1* and *G6pc* was reduced in the liver of DIO mice treated with IXA4 for 8 weeks (Fig. 3b). Similar results were observed in livers of DIO mice treated with IXA4 for 3 weeks (Fig. 3c). Co-administration of STF-083010 inhibited IXA4-induced suppression of hepatic gluconeogenic gene expression (Fig. 3c). As might be expected given these observations, hepatic glucose production, assessed in a pyruvate-tolerance test (PTT), was reduced in IXA4-treated DIO mice (Fig. 3d). These findings indicate that IXA4 treatment stimulated adaptive remodeling of the liver to limit hepatic gluconeogenesis.

**Fig. 3:**
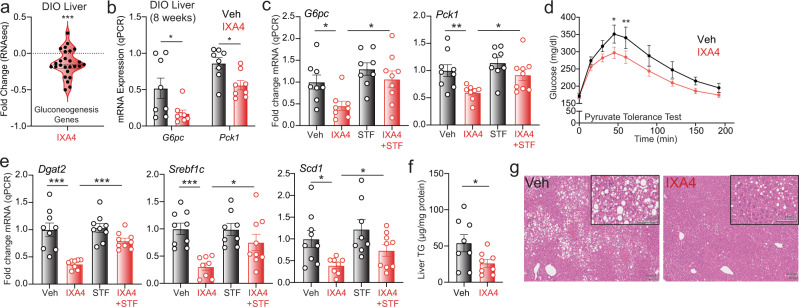
IXA4 improves liver function in DIO mice. **a** Fold change, assessed with RNA-seq, of gluconeogenic genes in the liver of DIO mice treated with IXA4 for 8 weeks. Genes used in this analysis are shown in Supplementary Data 3. ***P < 0.001 for a two-tailed unpaired *t* test comparing expression of genes to an average of livers from vehicle-treated DIO mice. **b** Expression, measured by RT-qPCR, of gluconeogenic genes *G6pc* and *Pck1* in the liver of DIO mice treated with IXA4 for 8 weeks. Error bars show SEM for *n* = 8 mice/condition. *P < 0.05 for a two-tailed Welch’s *t* test. **c** Expression, measured by RT-qPCR, of *G6pc* and *Pck1* in the liver of DIO mice treated for 21 days with IXA4 and/or STF-083010 (STF; 5 mg/kg). Error bars show SEM for *n* = 8 or 9 mice/condition. *P < 0.05, **P < 0.01 for a two-tailed Welch’s *t* test. **d** Pyruvate-tolerance test (PTT) in DIO mice treated with IXA4 for 22 days. Error bars show SEM for *n* = 9 mice/condition. *P < 0.05, **P < 0.01 for two-way ANOVA. **e** Expression, measured by qPCR, of the lipogenic genes *Dgat2*, *Srebf1c*, and *Scd1* in the liver of DIO mice treated for 21 days with IXA4 and/or STF-083010 (STF; 5 mg/kg). Error bars show SEM for *n* = 8 or 9 mice/condition. *P < 0.05, ***P < 0.001 for a two-tailed Welch’s *t* test. **f** Triglyceride content in liver of DIO mice treated with IXA4 for 8 weeks. Error bars show SEM for *n* = 8 mice/condition. *P < 0.05 for a two-tailed unpaired *t* test. **g** Representative liver images of DIO mice (from *n* = 8 images/condition) treated with IXA4 for 8 weeks, stained with H&E. Source data for all panels in this figure are provided as Source Data File 3.

### Treatment with IXA4 reduces hepatic steatosis

XBP1s also plays an anti-lipogenic role in the liver, suppressing the expression of lipid metabolism genes and reducing liver steatosis^17^. Accordingly, IXA4 treatment decreased liver expression of key lipogenic genes, including *Dgat2*, *Scd1*, and *Srebf1c*, in DIO mice treated chronically (Fig. 3e and Supplementary Fig. S3g, h). 

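Dgat2, which encodes an acyltransferase of the last step of triglyceride synthesis (chromosome 7, 106302173 to 106331223), fell in the livers of DIO mice after 8 weeks of IXA4, to 297 ± 23.5 CPM with IXA4 and 467 ± 17.8 with vehicle (SD, n = 4) (log2 fold change -0.65, SE 0.09, adjusted p = 0.00143). Scd1, which encodes the stearoyl-CoA desaturase (chromosome 19, 44468941 to 44482199), was at 748 ± 199 CPM with IXA4 and 1071 ± 427 with vehicle (SD, n = 4) and did not pass (log2 fold change -0.52, SE 0.33, adjusted p = 0.448). Srebf1, whose transcripts for the isoforms 1a and 1c were counted together (chromosome 11, 60012591 to 60036083), was at 111 ± 18.9 CPM with IXA4 and 172 ± 41.9 with vehicle (SD, n = 4) (log2 fold change -0.64, SE 0.19, adjusted p = 0.0842). When adjusted over the list alone, 2 of these 3 lipogenic genes fell. The study chose them, so that count is not independent evidence. Their mean log2 fold change was -0.60 (camera, adjusted p = 0.00144; adjusted p = 0.162 with an estimated correlation), and their scores did not pass (exact permutation test, p = 0.114). Of 19 genes of fatty acid and triglyceride synthesis tested, 3 fell (7 when adjusted over the list alone). These include Gpam, the acyltransferase of the first step of glycerolipid synthesis (log2 fold change -0.54, SE 0.09, adjusted p = 0.00451). The mean of fatty acid and triglyceride synthesis was -0.36 (camera, adjusted p = 8.46e-06; adjusted p = 0.192 with an estimated correlation; exact permutation test over mice, p = 0.0857). Of 26 genes of fatty acid oxidation, 2 fell (2 when adjusted over the list alone). They were the peroxisomal thiolase paralogs Acaa1a and Acaa1b, which can share reads. The mean was -0.22 (camera, adjusted p = 2.51e-05; adjusted p = 0.257 with an estimated correlation; exact permutation test over mice, p = 0.0571). Of 15 lipid droplet genes, 1 fell, over all genes and when adjusted over the list alone, the lipase inhibitor gene G0s2. The list mean was -0.51 (camera, adjusted p = 0.00182; adjusted p = 0.444 with an estimated correlation; exact permutation test over mice, p = 0.229). Their difference in mean score was -0.53, and -0.26 without IXA4 replicate 4. Srebf1 passed without vehicle replicate 3 (adjusted p = 0.00810) and with DESeq2 (0.0130). DESeq2 called 6 of the fatty acid and triglyceride synthesis genes lower. The adjusted p of G0s2 was 0.0500 without IXA4 replicate 1, 0.0537 without IXA4 replicate 3, 0.0585 without IXA4 replicate 4, 0.0663 without vehicle replicate 1, 0.0778 without vehicle replicate 2 and 0.0700 without vehicle replicate 4. For Acaa1b it was 0.0605 without vehicle replicate 1 and 0.0593 without vehicle replicate 2. For Acaa1a it was 0.0538 without IXA4 replicate 1, 0.0602 without IXA4 replicate 2, 0.0655 without IXA4 replicate 3, 0.0537 without IXA4 replicate 4, 0.0947 without vehicle replicate 1, 0.0991 without vehicle replicate 2, 0.0820 without vehicle replicate 3 and 0.0769 without vehicle replicate 4.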

Co-treatment with STF-083010 inhibited IXA4-induced suppression of these genes, indicating that IXA4 reduces their levels in an IRE1-dependent manner (Fig. 3e). Similar results were observed in primary hepatocytes treated with IXA4 and either 4μ8c or STF-083010 (Supplementary Fig. S3i, j). This suppression of lipogenic gene expression was reflected in a reduction in liver triglyceride content and decreased steatosis in DIO mice treated chronically with IXA4 (Fig. 3f, g). No changes were seen in liver cholesterol content (Supplementary Fig. S3k). While these effects were more robust following 8 weeks of treatment, they were also evident in DIO mice treated with IXA4 for only 3 weeks: IXA4 treatment decreased hepatic triglyceride content and steatosis, and these benefits disappeared in mice dosed with both IXA4 and STF-083010 (Supplementary Fig. S3l, m). These findings suggest that, in addition to decreasing hepatic glucose production, IXA4 treatment also caused adaptive IRE1-dependent remodeling of liver lipid metabolism to reduce steatosis in DIO mice.

### IXA4 improves glucose-stimulated insulin secretion

An advantage of systemic administration of pharmacologic IRE1/XBP1s activators such as IXA4 is the potential to stimulate protective IRE1 signaling in multiple tissues. The reductions in fasting plasma glucose and insulin observed in IXA4-treated DIO mice (Fig. 2a, b), together with the improved ability of treated mice to clear glucose during a GTT (Fig. 2d, h), suggested that IXA4 treatment might have also enhanced pancreatic β-cell function. Hence, we assessed the effect of IXA4 treatment on the pancreas of IXA4-treated DIO mice. Chronic IRE1 hyperactivation in the pancreas alters insulin secretion by promoting islet apoptosis and RIDD-dependent insulin mRNA degradation^10,24^. However, we observed no change in pancreas morphology or islet number in IXA4-treated DIO mice, though we did notice a modest increase in islet size (Fig. 4a). IXA4 treatment did not alter insulin content in primary pancreatic islets isolated from treated mice (Fig. 4b). Together, these findings indicate that IXA4 treatment had no major impact on β-cell proliferation or apoptosis, or on islet insulin content, confirming that, as was the case in the liver, IXA4 treatment did not increase pathologic IRE1 signaling in the pancreas.

**Fig. 4:**
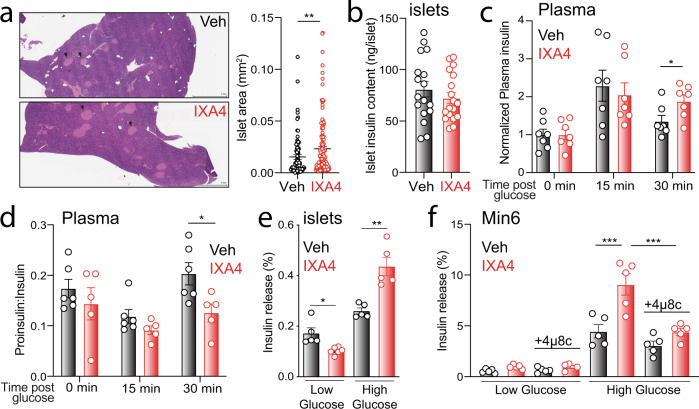
IXA4 treatment enhances pancreatic function. **a** Representative images and quantification of islet area in the pancreas of DIO mice treated with IXA4 for 8 weeks and stained with H&E. Arrowheads indicate individual islets. The mean islet area is shown and error bars represent SEM for *n* = 84 or 143 replicates. **P < 0.01 for a two-tailed Welch’s *t* test. **b** Insulin content of primary islets isolated from DIO mice after 8 weeks of IXA4 treatment. Error bars show SEM for *n* = 18 replicates. **c** Time course of plasma insulin levels after oral administration of a glucose bolus normalized to basal insulin at time 0 h. Experiment conducted after 38 days of IXA4 treatment. Error bars show SEM for *n* = 7 mice/condition. *P < 0.05 for a two-tailed Welch’s *t* test. **d** Plasma proinsulin to insulin ratio after oral administration of a glucose bolus to DIO mice treated for 38 days with IXA4. Error bars show SEM for *n* = 5 or 6 mice. *P < 0.05 for two-way ANOVA. **e** Percent insulin release after 60 min of low and high glucose stimulation from primary islets isolated from DIO mice treated for 8 weeks with IXA4. Error bars show SEM for *n* = 5 or 6 mice/condition. Outliers identified by the Grubbs’ test were removed from this analysis. *P < 0.05, **P < 0.01 for a two-tailed Welch’s *t* test. **f** Insulin release from Min6 cells pretreated for 36 h with vehicle, IXA4 (10 μM), and/or 4μ8c (32 μM) and then stimulated with media containing low (2.8 mM) or high (16.8 mM) glucose for 60 min. Error bars show SEM for *n* = 5 replicates. ***P < 0.001 for one-way ANOVA. Source data for all panels in this figure are provided as Source Data File 4.

Interestingly, DIO mice chronically treated with IXA4 displayed a more sustained increase in plasma insulin following an oral glucose bolus (Fig. 4c). Further, the proinsulin:insulin ratio in plasma was reduced in IXA4-treated mice, indicating greater processing of proinsulin to mature, active insulin following glucose challenge (Fig. 4d). These findings pointed to enhanced glucose-stimulated insulin secretion (GSIS) in IXA4-treated DIO mice. Consistent with this notion, basal insulin secretion was reduced and GSIS was increased in primary pancreatic islets isolated from IXA4-treated DIO mice (Fig. 4e). IXA4-induced increases in GSIS were also observed in Min6 cells (Fig. 4f). Co-treatment with the IRE1 RNAse inhibitor 4μ8c, which blocks IRE1-dependent *Xbp1* splicing in Min6 cells (Supplementary Fig. S4a), reversed IXA4-induced enhancement of GSIS (Fig. 4f). IXA4-induced enhancement of GSIS was also abolished in Min6 cells treated with STF-083010 (Supplementary Fig. S4b) or bearing genetic depletion of *Ire1* (Supplementary Fig. S4c, d), confirming that this effect requires IRE1 activity. Importantly, we observed no reduction in *Ins1* or *Ins2* mRNA levels in IXA4-treated Min6 cells, indicating that this compound does not induce RIDD-dependent degradation of insulin mRNA in these cells (Supplementary Fig. S4e). These results show that IXA4 treatment did not spur pancreatic dysfunction associated with chronic IRE1 hyperactivity, but rather, it induced an adaptive IRE1-dependent reprogramming of pancreatic β-cell function that improved insulin regulation and secretion in the pancreas of treated DIO mice.

## Concluding remarks

Our findings reveal the potential of pharmacologically and selectively increasing IRE1/XBP1s signaling using compounds like IXA4 to stimulate a beneficial reprogramming in several tissues to mitigate obesity-driven metabolic dysfunction. By selectively activating protective IRE1-dependent XBP1s signaling in a transient fashion, IXA4 induced adaptive remodeling of multiple tissues in obese insulin-resistant mice without eliciting the deleterious effects associated with chronic IRE1 hyperactivation. Mirroring what was observed upon genetic overexpression of XBP1s in the liver^17,18^, IXA4-stimulated IRE1 activation remodeled liver gene expression to reduce hepatic gluconeogenesis and ectopic lipid deposition. IXA4 treatment also improved insulin regulation and secretion in the pancreas, uncovering a new mechanism through which pharmacologic IRE1 activation aids to restore homeostasis in metabolic disease. These findings provide a compelling rationale for the continued development and application of IRE1/XBP1s-activating compounds to mitigate pathologies associated with obesity and other complex diseases^25,26^.

## Methods

### Chemicals and antibodies

The IRE1/XBP1s activator IXA4 was custom synthesized by Otava chemicals. The IRE1 RNase inhibitor 4μ8c was purchased from EMD Millipore (catalog no. 412512) and STF-083010 was purchased from Selleck Chemicals (catalog no. S7771). Antibodies used in this study include: phospho-c-jun (Cell Signaling, catalog no. 3270S), phospho-JNK (Cell Signaling, catalog no. 4668S), JNK (Cell Signaling, catalog no. 9252S), phospho-AKT(Ser473) (Cell Signaling, catalog no. 4060S), AKT (Cell Signaling, catalog no. 2920S), FOXO1 (Cell Signaling, catalog no. 2880S), LaminB1 (Cell Signaling, catalog no. 13435S), tubulin (Sigma, catalog no. T6074-200UL), XBP1s (E9V3E) (Cell Signaling, catalog no. 40435S), BiP (Cell Signaling, catalog no. 3177S), SEC24D (gift from William Balch’s lab at Scripps), PERK (Cell Signaling, catalog no 3192S), eIF2α (Cell Signaling, catalog no 9722), phospho-eIF2α (Cell Signaling, catalog no 9721), and PCK1 (Abcam, catalog no. ab70358).

### Cell culture

Min6 cells (a kind gift from Maike Sander at UCSD) were cultured in DMEM supplemented with 10% FBS, 2 mM glutamine, 0.05 mM β-mercaptoethanol, 100 U ml^−1^ penicillin, and 100 μg ml^−1^ streptomycin in standard culture conditions (37 °C, 5% CO_2_). Primary hepatocytes were isolated from 2-month-old male C57BL/6J mice, as previously described^35^. Briefly, we cannulated the hepatic portal vein of anesthetized mice and perfused the liver with warm (37 °C) Hank’s balanced salt solution containing 25 mM HEPES and 0.5 mM EGTA for 5 min, followed by 0.1% collagenase type IV in Hank’s balanced salt solution containing 25 mM HEPES and 5 mM CaCl_2_ for another 5 min. We then removed the perfused liver, agitated it, and dispersed the cells into culture medium. We filtered the resulting cell suspension through a fine-mesh strainer (100 μm), and washed cells twice with culture medium. We selected viable cells using Percoll centrifugation and resuspended them in culture medium before plating them in collagen I-coated plates. Primary hepatocytes were cultured in DMEM supplemented with 10% FBS, 2 mM glutamine, 100 U ml^−1^ penicillin, and 100 μg ml^−1^ streptomycin in standard culture conditions (37 °C, 5% CO_2_). Lentivirus for *Ire1* knockdown in Min6 cells was prepared in HEK293T cells (ATCC CRL-3216) cultured in DMEM supplemented with 10% FBS, 2 mM glutamine, 100 U ml^−1^ penicillin, and 100 μg ml^−1^ streptomycin in standard culture conditions (37 °C, 5% CO_2_). These cells were transfected using calcium phosphate with a MISSION *Ire1* lentiviral shRNA construct (Sigma Aldrich) and the viral packaging plasmids VSV-G, RRE, and REV. The supernatant containing viral particles was collected at 24 and 48 h post transfection, concentrated threefold, and applied onto Min6 cells to induce *Ire1* knockdown. Min6 cells were allowed to grow for 48 h in virus-containing medium and a GSIS assay was subsequently performed.

### Mouse studies

Chow-fed male C57BL/6J mice (10-week-old) were purchased from the Scripps Research breeding colony. Male C57BL/6N diet-induced obese (DIO) mice (14-week-old) were purchased from Taconic Biosciences. DIO mice were maintained on a 60% kcal high-fat diet (Research Diets D12492) for 3 weeks prior to IXA4 treatment. IXA4 was formulated in 10% DMSO, 30% Kolliphor EL:ethanol (2:1 ratio), 60% saline and kept warm until use. STF-083010 was formulated in 10% DMSO, 16% Kolliphor EL:ethanol (2:1 ratio), and saline and kept warm until use. Chow-fed or DIO mice were administered vehicle, IXA4 (50 mg/kg), and/or STF-083010 (5 or 10 mg/kg, as indicated) once daily via intraperitoneal injection for up to 8 weeks, as indicated in the text. Body weight and food intake were measured weekly throughout the studies. At sacrifice, tissues were harvested and flash-frozen for processing, or collected in formalin for histology. Mouse experiments were approved by and conducted in accordance with the guidelines of The Scripps Research Institute IACUC.

### Glucose, insulin, and pyruvate-tolerance tests

For glucose-tolerance tests, mice treated with vehicle, IXA4, and/or STF-083010 were fasted overnight for 12 h (21:00 to 09:00) prior to administration of a 2 g/kg glucose bolus via oral gavage or intraperitoneal injection, as noted in the text. For insulin-tolerance tests, mice were fasted for 4 h (09:00 to 13:00) prior to intraperitoneal injection of Novolin insulin (0.75 U/kg). For pyruvate-tolerance tests, mice were fasted overnight for 12 h (21:00 to 09:00) prior to intraperitoneal injection of sodium pyruvate (1 g/kg). In all cases, plasma glucose levels were determined at the indicated time points using the Clarity BG1000 blood glucose monitoring system (Clarity Diagnostics).

### In vivo insulin signaling upon glucose and meal challenge

To measure insulin signaling upon administration of a glucose bolus or a complex meal, mice were administered 2 g/kg glucose or 200 mL Ensure Plus (catalog no. RS58303), respectively, via oral gavage following a 12 h (21:00 to 09:00) overnight fast. Mice were euthanized 15 min post glucose bolus or meal administration and tissues rapidly excised and frozen for processing and immunoblotting.

### Ex vivo insulin signaling

For measuring insulin signaling upon insulin stimulation ex vivo, mice fasted overnight were euthanized and the soleus and gastrocnemius muscles rapidly harvested. Paired tissues were incubated in a modified Krebs-Henseleit buffer (138 mM NaCl, 4.7 mM KCl, 1.2 mM MgSO_4_, 1.25 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 25 mM HEPES, and 11 mM glucose) supplemented with 0.1% BSA, 2 mM sodium pyruvate, and 6 mM mannitol and containing either vehicle or 10 nM insulin and incubated for 10 min with shaking. Tissues were then washed with PBS and flash-frozen in liquid nitrogen until processing and immunoblotting.

### Plasma measurements

Blood glucose levels were determined using the Clarity BG1000 blood glucose monitoring system (Clarity Diagnostics). Blood was obtained by tail vein collection, retro-orbital collection from isoflurane-anesthetized mice, or by cardiac puncture post euthanasia. Plasma insulin was quantified using the Ultra Sensitive Mouse Insulin Elisa (Crystal chem; catalog no. 90080). Plasma proinsulin was measured using the Mercodia Rat/Mouse Proinsulin ELISA (catalog no. 10-1232-01). Plasma cytokines and chemokines were measured using the Bio-Rad Bio-Plex Pro Mouse Cytokine 23-plex Assay (catalog no. M60009RDPD). Serum triglycerides were quantified using the EnzyChrom Triglyceride Assay (BioAssay systems; catalog no. ETGA-200). Serum-free fatty acids were measured using the Free Fatty Acid Quantitation Kit (Sigma Aldrich, catalog no MAK044). Serum cholesterol was quantified using the Cholesterol E kit (Wako Diagnostics, catalog no 999-02601). Plasma ALT levels were measured using the Amplite Colorimetric Alanine Aminotransferase Assay Kit (AAT Bioquest; catalog no. 13803). Plasma AST levels were quantified using a colorimetric activity assay kit (Cayman Chemical; catalog no. 701640). HOMA-IR was calculated using the formula: HOMA-IR = glucose (mg/dl) × insulin (mU/L)/405.

### Primary pancreatic islet isolation and GSIS

Primary mouse islets were isolated from DIO mice treated with IXA4 or vehicle for 8 weeks, as described previously^36^. Briefly, collagenase P (Roche) was perfused into the pancreas at a concentration of 0.8 mg/ml through the common bile duct. The pancreas was then removed and dissociated at 37 °C for a maximum of 15 min. Islets were separated using a gradient composed of HBSS and Histopaque (Sigma) layers. Purified islets were hand-picked using a dissection microscope. Islets from vehicle- or IXA4-treated mice were incubated overnight in RPMI 1640 supplemented with 8 mM glucose, 10% FBS, 2 mM l-glutamine, 100 U/mL Pen/Strep, 1 mM sodium pyruvate, 10 mM HEPES. Next day, islets were washed and pre-incubated for 1 h in Krebs-Ringers-Bicarbonate-HEPES (KRBH) buffer (130 mM NaCl, 5 mM KCl, 1.2 mM CaCl_2_, 1.2 mM MgCl_2_, 1.2 mM KH_2_PO_4_, 20 mM HEPES pH 7.4, 25 mM NaHCO_3_, and 0.1% bovine serum albumin) supplemented with 2.8 mM glucose solution at 37 °C in 5% CO_2_. Afterward, groups of ten islets that were size-matched between groups were transferred to a 96-well plate with KRBH solution containing low glucose (2.8 mM) or high glucose (16.8 mM). After incubation for 1 h, the supernatant was collected, and islets were lysed overnight in a 20% acid:80% ethanol solution. Insulin was then measured in supernatants and lysates using the Ultra Sensitive mouse insulin ELISA (Crystal chem). Insulin release was calculated as the percentage of total islet insulin content per hour.

### RNA-seq analysis

RNA-seq was performed as previously described^31^. Briefly, RNA was isolated from livers of DIO mice treated with IXA4 or vehicle (*n* = 4 per condition) using the Zymo Research Quick-RNA Miniprep Kit according to the manufacturer’s instructions. RNA sequencing was performed by BGI Americas on the BGI proprietary platform (DNBseq), providing single-end 50 bp reads at 20 million reads per sample. Alignment of the sequencing data to the *Mus musculus* MGSCv37 NCBI build 37.2 was performed using DNAstar Lasergene SeqManPro. Assembled data were then imported into ArrayStar 12.2 with QSeq (DNAStar Inc) to quantify gene expression and normalized reads per kilobase million (RPKM). Differential expression analysis and statistical significance calculations between conditions were assessed using DESeq in R using a standard negative binomial fit for the aligned counts data and are described relative to the indicated control (Supplementary Data 1). Gene Ontology (GO) enrichment analysis was performed using Panther (geneontology.org) on all transcripts which were significantly (*P*_adj_ <0.05) downregulated/upregulated as observed by DESeq. Gene set enrichment analysis (GSEA) was performed using denoted genesets from GO on the GSEA platform for the mouse genome (http://www.informatics.jax.org/vocab/gene_ontology)^37,38^. Genesets used to prepare Fig. 1e were defined as previously described and shown in Supplementary Data 2^31^. Genes used to report on gluconeogenesis in Fig. 3c are shown in Supplementary Data 4.

### Real-time quantitative PCR (RT-qPCR) analysis

RNA was extracted from cells or tissues using the Zymo Research Quick-RNA Miniprep Kit according to the manufacturer’s instructions. RT-qPCR was performed on complementary DNA synthesized using the High-capacity Reverse Transcription Kit (Applied Biosystems catalog no. 4368814). cDNA was amplified using PowerSYBR Green Master Mix (Applied Biosystems catalog no. 4367659) and primers purchased from IDT. Primer sequences used are listed below:

**Table:** 

Mouse gene	Forward primer	Reverse primer
*Dnajb9/Erdj4*	CTTAGGTGTGCCAAAGTCTGC	GGCATCCGAGAGTGTTTCATA
*Hspa5/Bip*	GTCCAGGCTGGTGTCCTCTC	GATTATCGGAAGCCGTGGAG
*Chop*	GGAGCTGGAAGCCTGGTATG	TGTGCGTGTGACCTCTGTTG
*Foxo1*	GTGAACACCATGCCTCACAC	CACAGTCCAAGCGCTCAATA
*G6pc*	TCACTTCTACTCTTGCTATCTTTCG	CCCAGAATCCCAACCACAAG
*Pck1*	TTGAACTGACAGACTCGCCCT	TGCCCATCCGAGTCATGA
*Dgat2*	CCGCAAAGGCTTTGTGAA	GGAATAAGTGGGAACCAGATCAG
*Xbp1s*	GAGTCCGCAGCAGGTG	GTGTCAGAGTCCATGGGA
*Ins1*	GAAGCGTGGCATTGTGGAT	TGGGCCTTAGTTGCAGTAGTTCT
*Ins2*	AGCCCTAAGTGATCCGCTACAA	CATGTTGAAACAATAACCTGGAAGA
*Scd1*	CCTCCGGAAATGAACGAGAG	CAGGACGGATGTCTTCCA
*Srebf1c*	AACGTCACTTCCAGCTAGAC	CCACTAAGGTGCCTACAGACC
*Ire1a*	ACGAAGGCCTGACGAAACTT	ATCTGAACTTCGGCATGGGG

### Immunoblotting

Tissue pieces were homogenized using the Bullet Blender bead homogenizer (Braintree Scientific) and lysed in RIPA buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 0.5% sodium deoxycholate) containing protease and phosphatase inhibitor cocktail (Roche). Total protein concentration was quantified using the Pierce BCA assay kit. Lysates were denatured with 1× Laemmli buffer containing 100 mM DTT and boiled before being separated by SDS-PAGE. Proteins were transferred onto nitrocellulose membranes (Bio-Rad) for immunoblotting and blocked with 5% milk in Tris-buffered saline, 0.5% Tween-20 (TBST) prior to overnight incubation at 4 °C with primary antibodies. Membranes were washed in TBST, incubated with IR-Dye conjugated secondary antibodies, and analyzed using the Odyssey Infrared Imaging System (LI-COR Biosciences). Quantification was carried out using LI-COR Image Studio software.

### Histological analysis

The liver and pancreas were processed for histology by the Histology core facility at the Scripps Research Institute. Samples were fixed in formalin, dehydrated, and embedded in paraffin. Tissues were cut into 5-μm-thick sections and subject to H&E staining. For Sirius red staining, samples were dewaxed and hydrated prior to incubation with Sirius red solution for 1 h at room temperature. Slides were then washed in acidified water (5 mL glacial acetic acid:1 L distilled water), dehydrated in ethanol, and cleared using xylene prior to mounting. Picro-Sirius red solution was purchased from Abcam (catalog no. ab246832). Quantification of the islet area from histological sections was performed using ImageJ software^39^. Hepatic steatosis was assessed by oil red-O staining in OCT-embedded cryosections using Oil Red O Stain Kit (Abcam catalog no. ab150678) following the manufacturer’s instructions. Briefly, slides were placed in propylene glycol for 2 min and then incubated in oil red-O solution for 6 min at room temperature. A mixture of 85% propylene glycol in distilled water was prepared, and the tissue sections were incubated for 1 min at room temperature. The slides were rinsed twice with distilled water and then thoroughly rinsed in tap water at room temperature. The sections were then mounted in aqueous mounting media and scanned using a Leica AT2 slide scanner. Quantification of the stained area from histological sections was performed using ImageJ software^39^.

### Quantification of liver lipids

Liver lipids were extracted using the Folch method^40^. Briefly, 10 mg of the liver was weighed and homogenized in 50 mM Tris-HCl, 250 mM sucrose, and 1 mM EDTA pH 7.4, using the Bullet Blender bead homogenizer (Braintree Scientific) for 4 min. The homogenate was transferred to a glass tube and made up to 1 mL with PBS; 4 mL of a chloroform-methanol mixture (2:1) was then added and the mixture vortexed for 1 min. The glass tube was then spun at 700 × *g* for 10 min in a centrifuge and the chloroform bottom phase transferred to a new glass tube using a 9-inch glass Pasteur pipette and dried under nitrogen. Lipids were then dissolved in 1 mL chloroform with 2% Triton X-100 and dried under nitrogen again. The dried samples were then re-dissolved in 1 mL of distilled water and incubated in a 37 °C water bath for 15 min with intermittent vortexing every 5 min. Levels of TG and total cholesterol in 20 μl of the sample were measured using commercial kits from Wako Diagnostics (LabAssay Triglyceride catalog no. 632-50991; Cholesterol E kit catalog no. 999-02601).

### Statistics

All data is expressed as mean ± SEM for the indicated number of biological replicates. Statistical analysis was performed as indicated in the figure legends. Samples were excluded based on outlier testing, as appropriate, where indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The raw data that support findings in this paper are available as Source Data included with this manuscript. RNA-seq data are available at the public National Center for Biotechnology Information Gene Expression Omnibus repository under the data identifier GSE162567. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Code for standard open-source DESEQ differential gene expression RNA-seq analysis used in R statistical software is available from the corresponding authors upon reasonable request.

# Supplementary material for: Pharmacologic IRE1/XBP1s activation promotes systemic adaptive remodeling in obesity
**Source:** Nat Commun. 2022 Feb 1;13:608. doi: 10.1038/s41467-022-28271-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for:

Pharmacologic IRE1/XBP1s Activation Promotes Systemic Adaptive Remodeling in Obesity

Aparajita Madhavan^{1,4}, Bernard P. Kok^{1,4}, Bibiana Rius¹, Julia M.D. Grandjean¹, Adekunle Alabi¹, Verena Albert¹, Ara Sukiasyan¹, Evan T. Powers², Andrea Galmozzi^{1,3}, Enrique Saez^{1*}, R. Luke Wiseman^{1*}

⁴These authors contributed equally

R. Luke Wiseman
Department of Molecular Medicine
The Scripps Research Institute

Running Title: IXA4 improves systemic metabolism in obesity

Key Words: unfolded protein response; proteostasis; insulin signaling; glucose homeostasis; obesity; gluconeogenesis; insulin secretion

SUPPLEMENTARY INFORMATION TABLE OF CONTENTS

Supplementary Information Cover Page.....	1
Supplementary Information Table of Contents.....	2
Fig. S1: IXA4 is a selective activator of protective IRE1/XBP1s signaling in liver.....	3
Fig. S2: Effects of IXA4 treatment on weight, food intake, and insulin signaling in muscle and liver.....	5
Fig. S3: Impact of IXA4 treatment on liver gluconeogenesis and lipogenesis in DIO mice.....	6
Fig. S4: IXA4 activates IRE1/XBP1s signaling in Min6 cells.....	7
Supplementary Data Legends.....	8

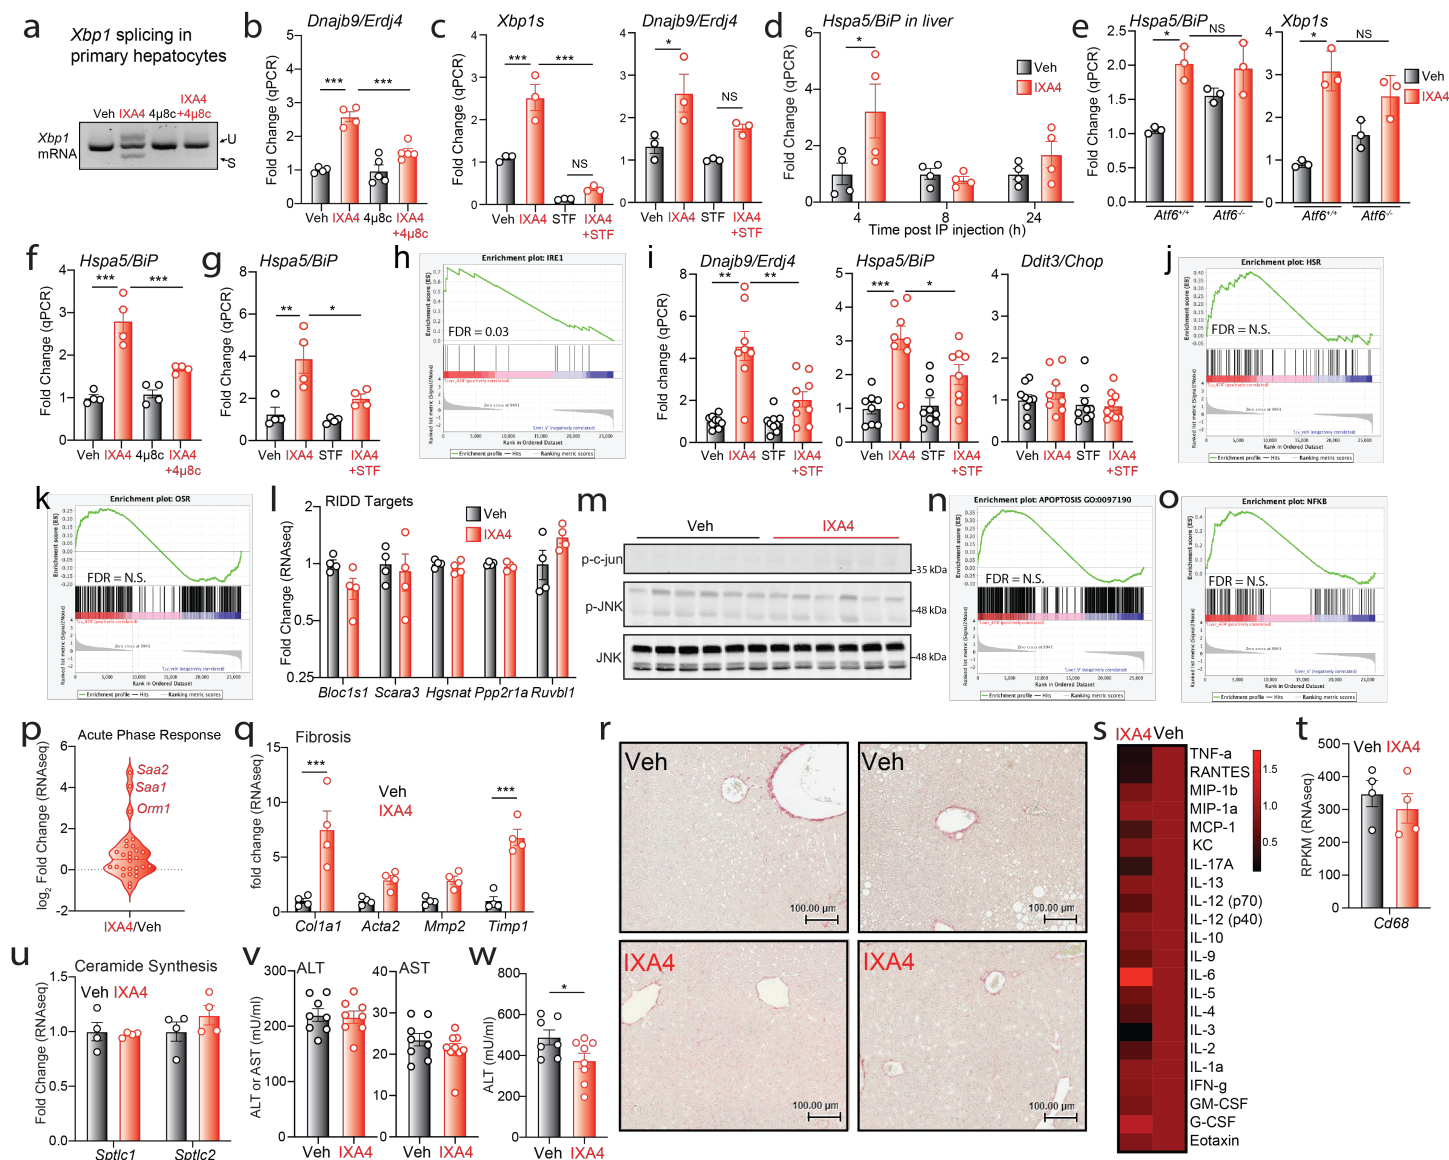

Fig. S1: IXA4 is a selective activator of protective IRE1/XBP1s signaling in liver

a-c, *Xbp1* splicing (**a**) and expression, measured by qPCR of *Xbp1s* and the IRE1 target gene *Dnajb9* in primary mouse hepatocytes treated for 12 h with IXA4 (10 μM) and/or the IRE1 RNase inhibitors 4μ8c (32 μM) or STF-083010 (STF; 64 μM). Error bars show SEM for n=3-5 replicates. *p<0.05, ***p<0.001 for one-way ANOVA. **d**, Expression, measured by RT-qPCR, of the UPR target gene *Hspa5/BiP* in liver of chow-fed mice 4, 8, or 24 h after IP injection of IXA4 50 mg/kg). Error bars show SEM for n=4 mice/condition. *p<0.05 for two-way ANOVA. **e**, Expression, measured by RT-qPCR, of *Hspa5/BiP* and *Xbp1s* in *Atf6*^{+/+} and *Atf6*^{-/-} MEFs treated for 12 h with vehicle or IXA4 (10 μM). Error bars show SEM for n=3. *p<0.05 for one-way ANOVA. **f**, Expression, measured by RT-qPCR, of *Hspa5/BiP* in primary hepatocytes treated for 12 h with IXA4 (10 μM) and/or 4μ8c (32 μM). Error bars show SEM for n=4. ***p<0.001 for one-way ANOVA. **g**, Expression, measured by RT-qPCR of *Hspa5* in liver of mice 4 h after IP dosing with IXA4 (50 mg/kg) and/or STF-083010 (STF, 10 mg/kg). Error bars show SEM for n=4 mice/condition. *p<0.05 for one-way ANOVA. **h**, GSEA performed on RNA-seq data from livers of DIO mice treated with IXA4 for 8 weeks for IRE1 signaling. **i**, Expression, measured by RT-qPCR, of *Dnajb9*, *Hspa5*, and *Ddit3* in liver of DIO mice treated for 21 days with IXA4 and/or STF-083010 (STF; 5 mg/kg). Error bars show SEM for n=8 or 9 mice/condition. *p<0.05, **p<0.01, ***p<0.001 for a two-tailed Welch's t-test. **j,k**, GSEA performed on RNAseq data from livers of DIO mice treated with IXA4 for 8 weeks for the heat shock response (HSR) and the oxidative stress response (OSR). **l**, Expression, measured by RNAseq, of RIDD targets in liver of DIO mice after 8 weeks of IXA4 treatment. Error bars show SEM for n=4 mice/condition. **m**, Immunoblot of c-jun and JNK phosphorylation in liver of DIO mice after 8 weeks of IXA4 treatment. **n,o**, GSEA performed on RNAseq data from livers of DIO mice treated with IXA4 for 8 weeks for apoptosis (**n**) and NFκB (**o**). **p,q**, Fold change,

assessed with RNAseq, of the acute phase response geneset (**p**) and fibrosis genes (**q**) in livers of DIO mice treated with IXA4 for 8 weeks. *** $p < 0.01$ for two-way ANOVA. **r**, Representative images of Sirius red staining of DIO mouse livers after 8 weeks of IXA4 treatment. **s**, Heat map of average levels of plasma cytokines (n=5-9 mice/condition; mice where cytokines fell below the range of detection were excluded from this analysis) in IXA4-treated DIO mice normalized to vehicle. **t,u**, Expression, assessed with RNAseq, of *Cd68* (**t**) and ceramide synthesis genes (**u**) in liver of DIO mice treated with IXA4 for 8 weeks. Error bars show SEM for n=4 mice/condition **v,w**, Plasma alanine transaminase (ALT) and aspartate transaminase (AST) levels in DIO mice treated with IXA4 for 3 (**v**) or 8 (**w**) weeks. Error bars show SEM for n=7 or 8 mice/condition. * $p < 0.05$ for a two-tailed Welch's t-test. Source data for all panels in this figure are provided as **Source Data File S1**. Uncropped images of the immunoblots in panel (**m**) are included in **Source Data**.

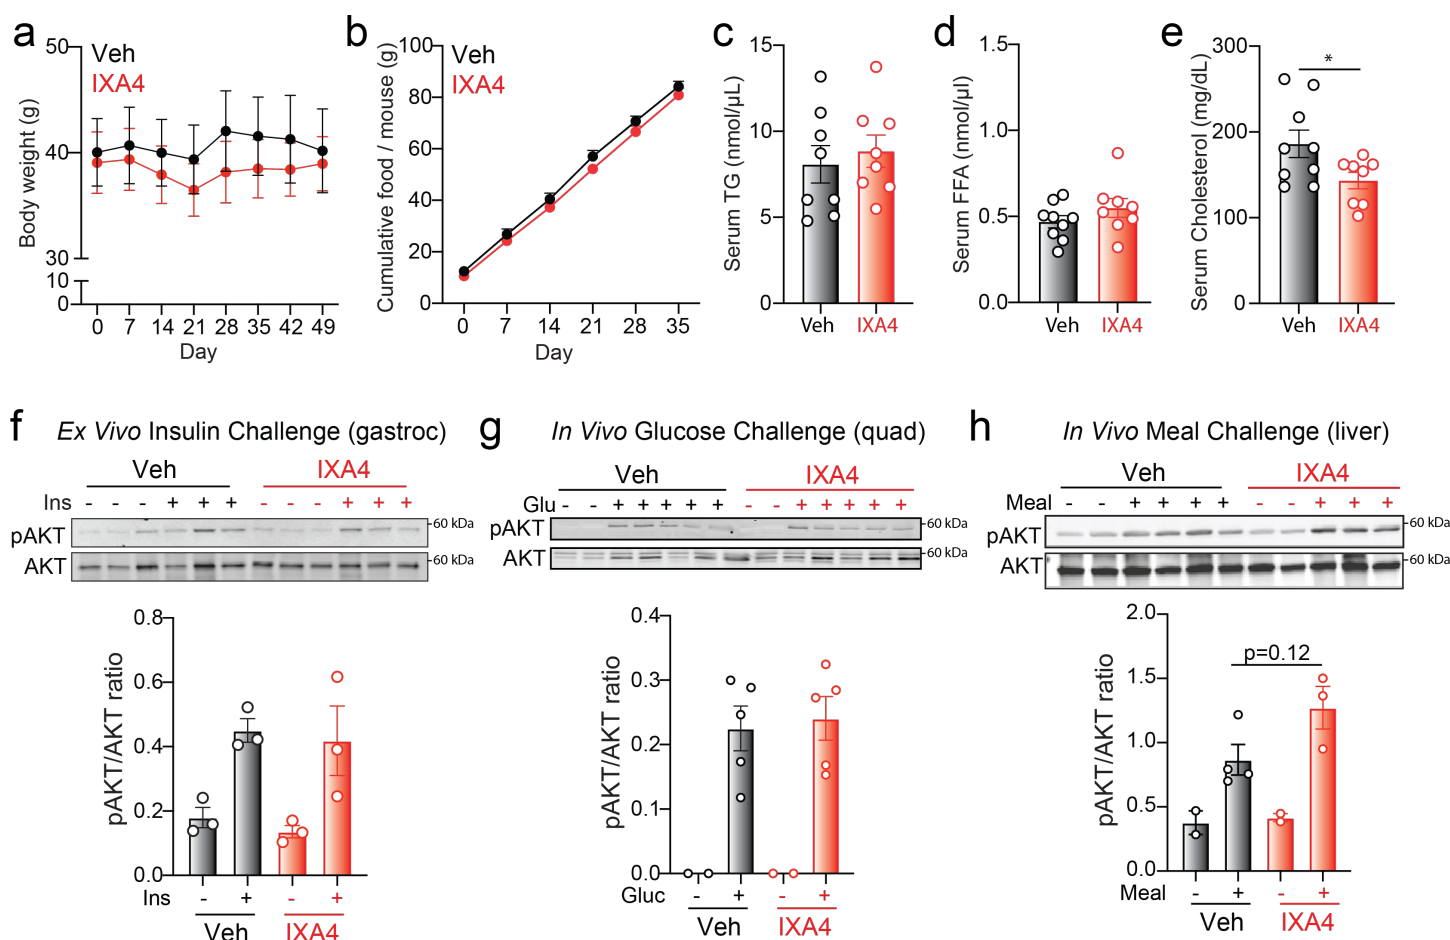

Fig. S2: Effects of IXA4 treatment on weight, food intake, and insulin signaling in muscle and liver
a,b, Body weight (**a**) and food intake (**b**) over time for vehicle and IXA4-treated DIO mice. **c-e**, Plasma levels of triglycerides (**c**), free fatty acids (**d**), and cholesterol (**e**) in DIO treated with vehicle or IXA4. Error bars show SEM for n=8 or 9 mice/condition. *p<0.05 for a two-tailed Welch's t-test. **f**, Immunoblot and quantification of pAKT/AKT ratio in gastrocnemius muscle isolated from IXA4 or vehicle treated DIO mice and stimulated ex vivo with insulin (10 nM) for 10 min. Error bars show SEM for n=3. **g**, Immunoblot and quantification of pAKT/AKT ratio in quadriceps muscle of DIO mice treated for 60 days with IXA4 or vehicle, 15 min after oral glucose administration. Error bars show SEM for n=2 or 5. **h**, Immunoblot and quantification of pAKT/AKT ratio in liver of DIO mice treated for 62 days with IXA4 or vehicle, 15 min after oral administration of a complex meal (Ensure). Error bars show SEM for n=2-4 replicates. p-value from a two-tailed Welch's t-test. Source data for all panels in this figure are provided as **Source Data File S2**. Uncropped images of the immunoblots in panels (**f**), (**g**), and (**h**), are included in **Source Data**.

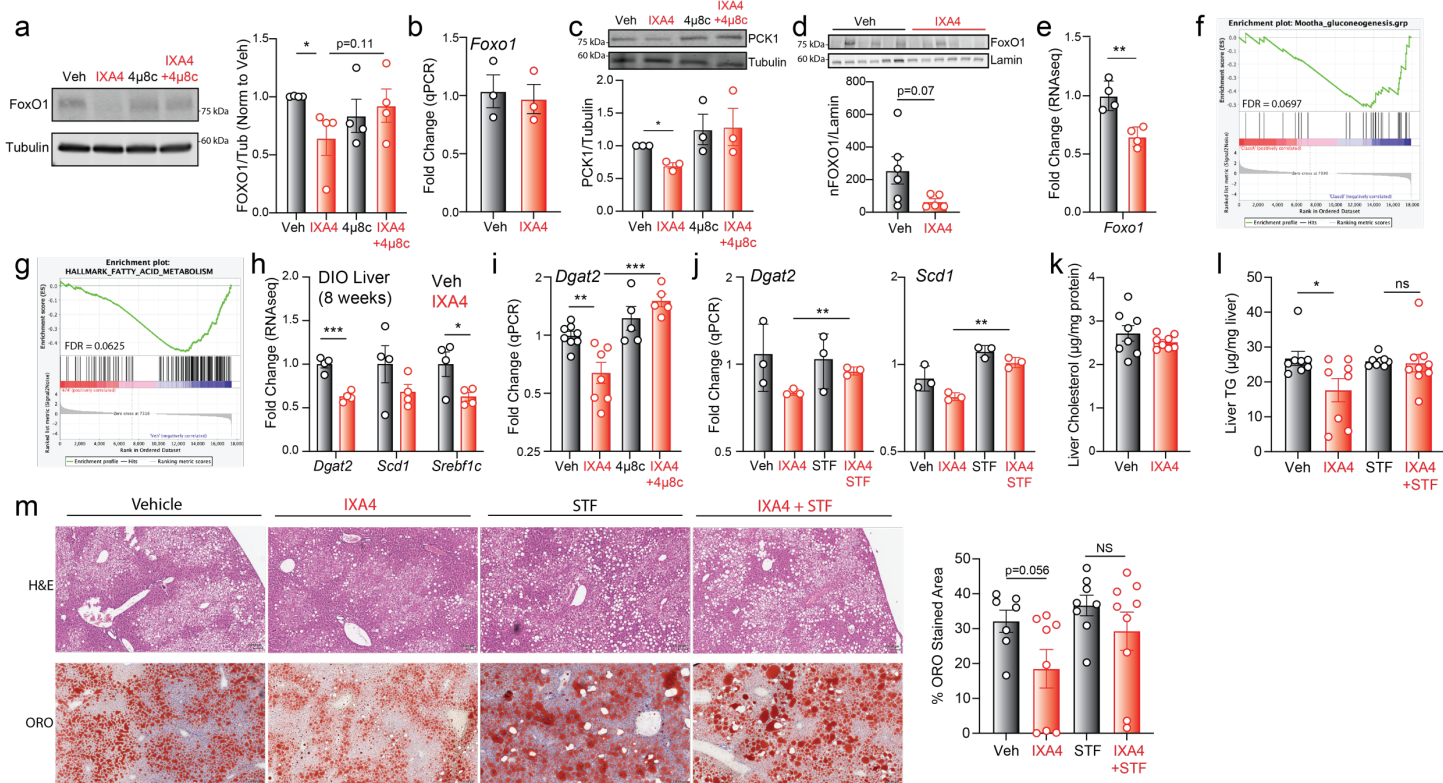

Fig. S3: Impact of IXA4 treatment on liver gluconeogenesis and lipogenesis in DIO mice

a, Immunoblot and quantification of total FOXO1 protein and tubulin in primary mouse hepatocytes treated for 12 h with IXA4 (10 μ M) and/or the IRE1 RNase inhibitor 4 μ 8c (32 μ M). Error bars show SEM for n=4. * p <0.05 for a two-tailed Welch's t-test. **b**, *Foxo1* mRNA levels after 12 h of treatment with IXA4 (10 μ M) and/or 4 μ 8c (32 μ M) in primary mouse hepatocytes. Error bars show SEM for n=3 replicates. **c**, Immunoblot and quantification of PCK1 in primary mouse hepatocytes treated for 12 h with IXA4 (10 μ M) and/or 4 μ 8c (32 μ M). Error bars show SEM n=3. * p <0.05 for one-way ANOVA. **d**, Immunoblot and quantification of FOXO1 protein in nuclear fractions prepared from liver of vehicle and IXA4-treated DIO mice after 8 weeks. Error bars show SEM for n=5 or 6 mice/condition. p -value for a two-tailed Welch's t-test is shown. One outlier identified by the ROUT outlier test was removed from this analysis. **e**, Fold change in *Foxo1* mRNA measured with RNAseq in liver of DIO mice treated with IXA4 for 8 weeks. Error bars show SEM for n=4 mice/condition. * p <0.05 from a two-tailed Welch's t-test. **f,g**, GSEA analysis of liver RNA-seq data of DIO mice treated with IXA4 for 8 weeks for gluconeogenesis (**f**) and fatty acid metabolism (**g**). **h**, Fold change, assessed using RNAseq, of lipogenic genes in liver of DIO mice treated with IXA4 for 8 weeks. Error bars show SEM for n=4 mice/condition. * p <0.05, *** p <0.001 for a two-tailed Welch's t-test. **i,j**, Expression, measured by qPCR, of lipogenic genes in mouse primary hepatocytes treated for 12 h with IXA4 (10 μ M) and/or either of the IRE1 inhibitors 4 μ 8c (32 μ M) or STF-083010 (STF; 64 μ M). Error bars show SEM for n=3-7, as indicated. * p <0.05, ** p <0.01, *** p <0.001 for a two-tailed Welch's t-test. **k**, Cholesterol content in liver of DIO mice treated with IXA4 for 8 weeks. Error bars show SEM for n=8 mice/condition. **l**, Triglyceride content in liver of DIO mice treated with IXA4 for 3 weeks. Error bars show SEM for n=8 or 9 mice/condition. * p <0.05 for a two-tailed Welch's t-test. **m**, Representative liver images and quantification of DIO mice treated with IXA4 and/or STF-083010 (STF; 5 mg/kg) for 3 weeks, stained with H&E or oil red O (ORO). Quantification of area stained with ORO is shown. Error bars show SEM for n = 7-9 individual images. p -values for a two-tailed Welch's t-test are shown. Source data for all panels in this figure are provided as **Source Data File S3**. Uncropped images of the immunoblots in panels (**a**), (**c**), and (**d**) are included in **Source Data**.

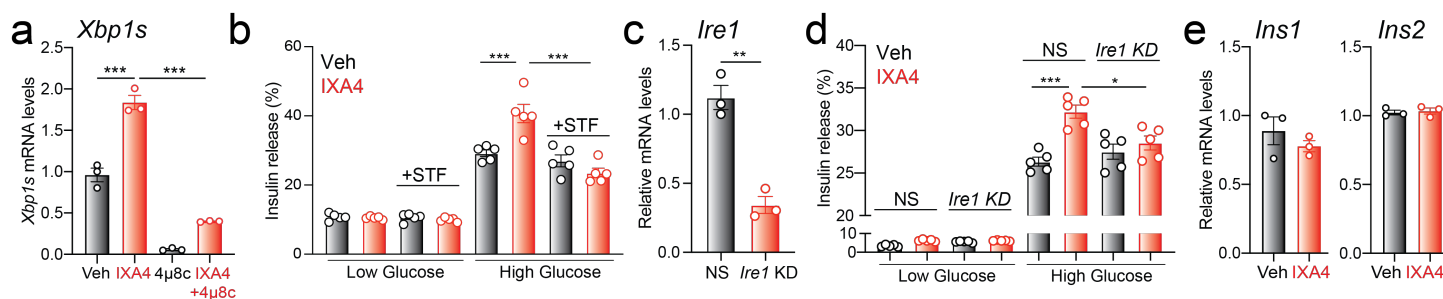

Fig. S4: IXA4 activates IRE1/XBP1s signaling in Min6 cells

a, Expression, measured by RT-qPCR, of *Xbp1s* in Min6 cells after a 6 h treatment with IXA4 (10 μ M) and/or the IRE1 inhibitor 4 μ 8c (32 μ M). Error bars show SEM for n=3 replicates. ***p<0.001 for one-way ANOVA. **b**, Insulin release from Min6 cells pretreated for 36 h with vehicle, IXA4 (10 μ M), and/or STF-083010 (STF; 32 μ M) and then stimulated with media containing low (2.8 mM) or high (16.8 mM) glucose for 60 min. Error bars show SEM for n=5 replicates. ***p<0.001 for one-way ANOVA. **c**, Expression, measured by RT-qPCR, of *Ire1* in Min6 cells cells infected with lentivirus expressing non-silencing (NS) or *Ire1* shRNA. Error bars show SEM for n=3 replicates. **p<0.01 for a two-tailed Welch's t-test. **d**, Insulin release from Min6 cells expressing non-silencing (NS) or *Ire1* shRNA pretreated for 36 h with vehicle and/or IXA4 (10 μ M) and then stimulated with media containing low (2.8 mM) or high (16.8 mM) glucose for 60 min. Error bars show SEM for n=5 replicates. *p<0.05, ***p<0.001 for a two-tailed Welch's t-test. **e**, Expression, measured by RT-qPCR, of *Ins1* and *Ins2* mRNA in Min6 cells after a 6 h treatment with IXA4 (10 μ M). Error bars show SEM for n=3 replicates. Source data for all panels in this figure are provided as **Source Data File S4**.

SUPPLEMENTARY DATA LEGENDS

Supplementary Data 1. Differential expression (DESeq) analysis of RNA-seq data from liver of DIO mice treated with IXA4 relative to vehicle-treated mice.

Supplementary Data 2. Expression (measured using RNA-seq) of UPR target genes primarily regulated downstream of ATF6, IRE1/XBP1s, or PERK signaling.

Supplementary Data 3. Gene ontology analysis of differentially expressed transcripts (RNA-seq) in livers of DIO mice treated with IXA4 relative to vehicle-treated mice.

Supplementary Data 4. Fold change expression of gluconeogenesis genes (RNA-seq) in livers of DIO mice treated with IXA4 relative to vehicle-treated mice.

# Supplementary material for: Pharmacologic IRE1/XBP1s activation promotes systemic adaptive remodeling in obesity
**Source:** Nat Commun. 2022 Feb 1;13:608. doi: 10.1038/s41467-022-28271-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: Differential expression (DESeq) analysis of RNA-seq data from liver of DIO mice treated with IXA4 relative to vehicle-treated mice.

Title: Supplementary Data 2.

Description: Expression (measured using RNA-seq) of UPR target genes primarily regulated downstream of ATF6, IRE1/XBP1s, or PERK signaling.

Title: Supplementary Data 3.

Description: Gene ontology analysis of differentially expressed transcripts (RNA-seq) in livers of DIO mice treated with IXA4 relative to vehicle-treated mice.

Title: Supplementary Data 4.

Description: Fold change expression of gluconeogenesis genes (RNA-seq) in livers of DIO mice treated with IXA4 relative to vehicle-treated mice.

# Supplementary material for: Pharmacologic IRE1/XBP1s activation promotes systemic adaptive remodeling in obesity
**Source:** Nat Commun. 2022 Feb 1;13:608. doi: 10.1038/s41467-022-28271-2
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	DNBseq (BGI proprietary RNA-seq platform); Licor Imaging Studios
Data analysis	Excel 16.21, GraphPad Prism 9.3.0, ImageJ, DNASTAR Lasergene SeqManPro, ArrayStar 12.2, R, Panther (geneontology.org), GSEA.4.0.3, ImageJ. Code for standard open-source DESeq differential gene expression RNAseq analysis used in R statistical software is available from the corresponding authors upon reasonable request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The raw data that support the findings of this study are available as Source Data included in this manuscript. The RNA-seq data is deposited to the public National Center for Biotechnology Information GEO repository (GSE162567).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Samples sizes for each experiment are shown as individual points. Sample size was determined by power analysis.
Data exclusions	Outliers were identified using the ROUT outlier test in PRISM and removed from the reported analysis because they were not representative of the experimental outcomes. Specific figures where outliers were omitted are indicated in the figure legend.
Replication	Major findings reported in this manuscript were confirmed across two independent cohorts.
Randomization	DIO mice were assigned to different treatment groups based on body weight and fasting glucose to minimize differences in body weight and fasting glucose across groups prior to the start of chronic treatment.
Blinding	Mice and samples were not blinded to the experimenters because the experimenters had to dose mice with specific treatments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antibodies used in this study include: phospho-c-jun (Cell Signaling, catalog no. 3270S; 1:1000), phospho-JNK (Cell Signaling, catalog no. 4668S; 1:1000), JNK (Cell Signaling, catalog no. 9252S; 1:1000), phospho-AKT(Ser473) (Cell Signaling, catalog no. 4060S; 1:2000), AKT (Cell Signaling, catalog no. 2920S; 1:1000), FOXO1 (Cell Signaling, catalog no. 2880S; 1:1000), LaminB1 (Cell Signaling, catalog no. 13435S; 1:1000), tubulin (Sigma, catalog no. T6074-200UL; 1:5000), XBP1s(E9V3E) (Cell Signaling, catalog no. 40435S; 1:500), BiP (Cell Signaling, catalog no. 3177S; 1:1000), SEC24D (gift from William Balch's lab at Scripps; 1:1000), PERK (Cell Signaling, catalog no. 3192S; 1:1000), eIF2 (Cell Signaling, catalog no. 9722; 1:1000), phospho-eIF2 (Cell Signaling, catalog no. 97211; 1000), and PCK1 (Abcam, catalog no. ab703581; 1000).
Validation	Antibody validation is reported on the manufacturers website that can be freely accessed using the detailed information provided above.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Min6 cells were a kind gift from Maike Sander at UCSD and ATF6+/+ and ATF6-/- MEFs were a kind gift from Randal Kaufman at Sanford Burnham
Authentication	None of the cells were authenticated.
Mycoplasma contamination	Cells are routinely tested for mycoplasma every 3-4 months. All cells were mycoplasma negative.

Commonly misidentified lines
(See [ICLAC](#) register)

We did not use any misidentified cell lines.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	C57BL/6 male mice. All mice were between 14 and 25 weeks of age.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field collected samples were used in this study.
Ethics oversight	All procedures were approved by the Scripps Research IACUC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Pharmacologic IRE1/XBP1s activation promotes systemic adaptive remodeling in obesity
**Source:** Nat Commun. 2022 Feb 1;13:608. doi: 10.1038/s41467-022-28271-2

Fig. 1g. Uncropped Gels

Xbp1s mRNA splicing gel

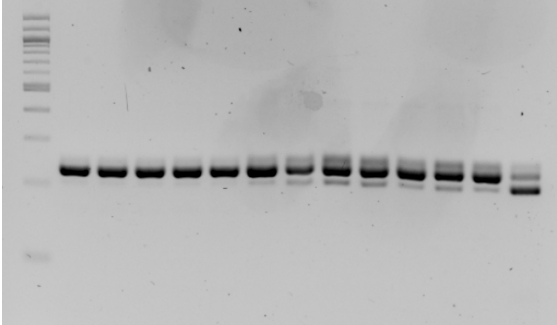

XBP1s Protein Gel

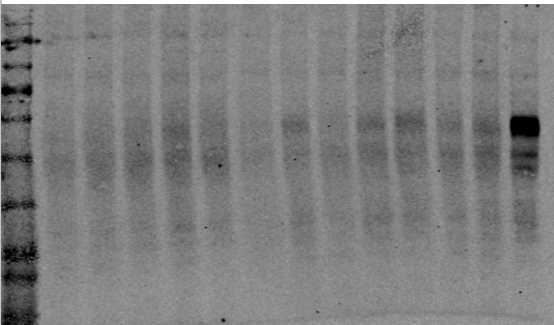

BIP Protein gel

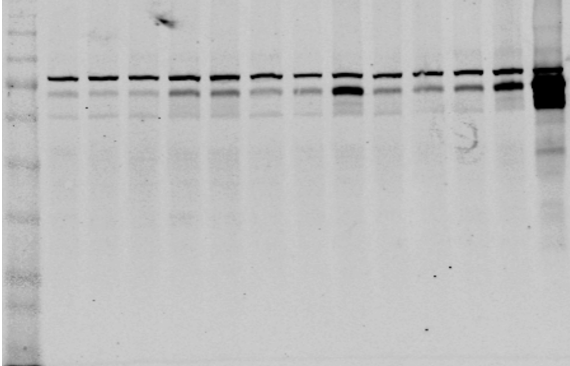

SEC24D Protein Gel

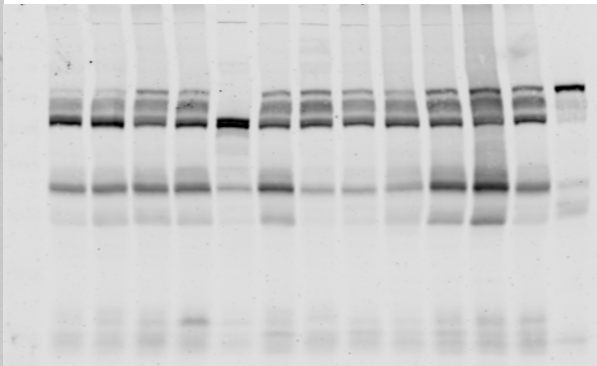

PERK Protein Gel

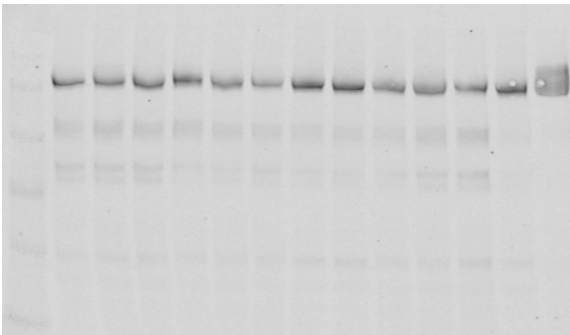

p-eIF2 α Protein Gel

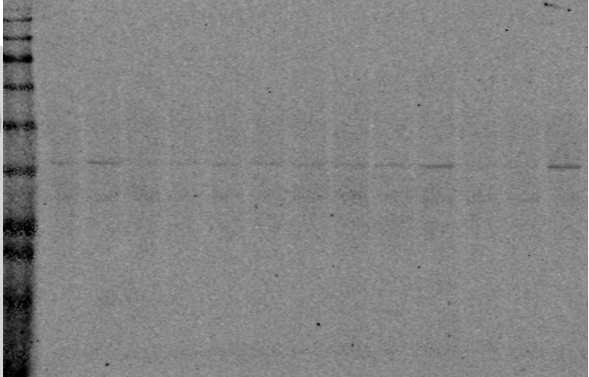

Total eIF2 α Protein Gel

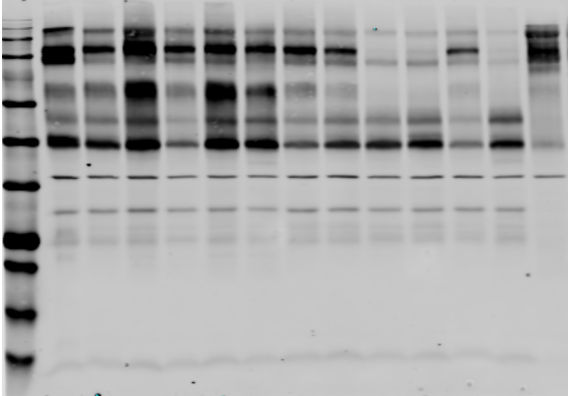

Fig. 2j Uncropped Gels

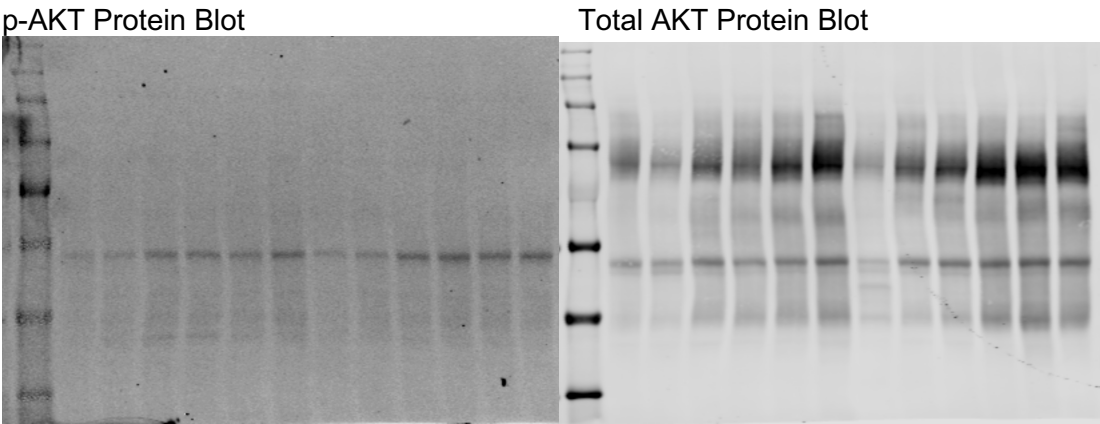

Fig. S2m Uncropped Gels

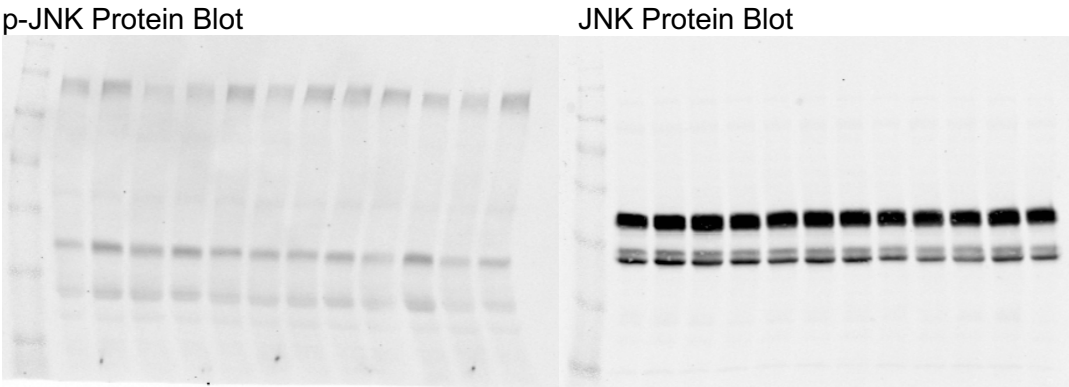

Fig. S2f Uncropped Gels

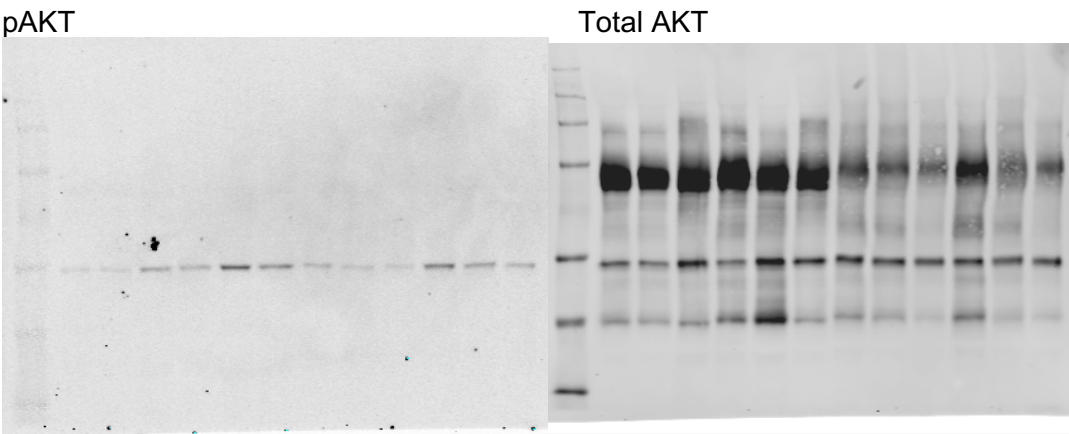

Fig. S2g Uncropped Gels

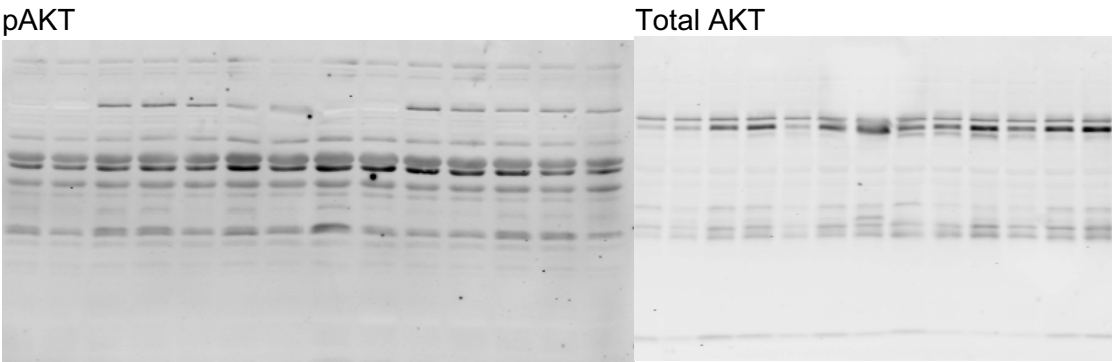

Fig. S2h Uncropped Gels

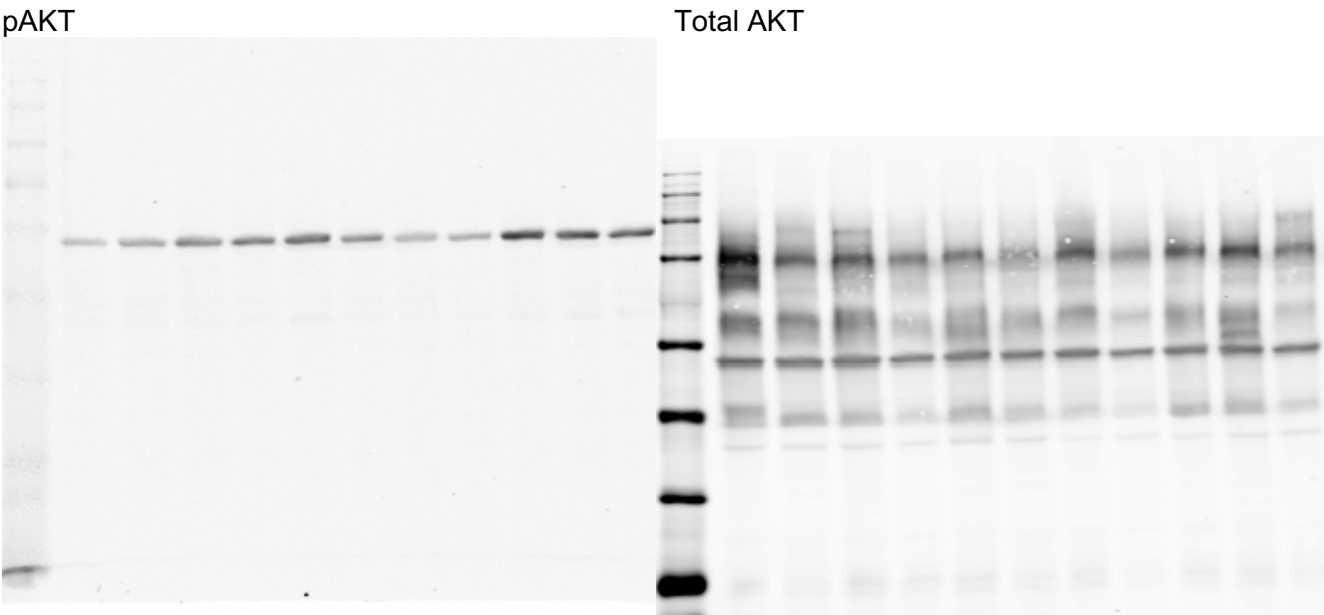

Fig. S3a Uncropped Gels

FOXO1

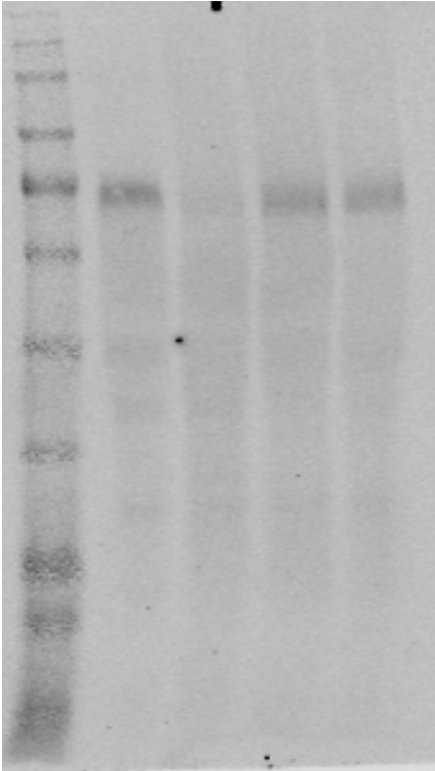

Tubulin

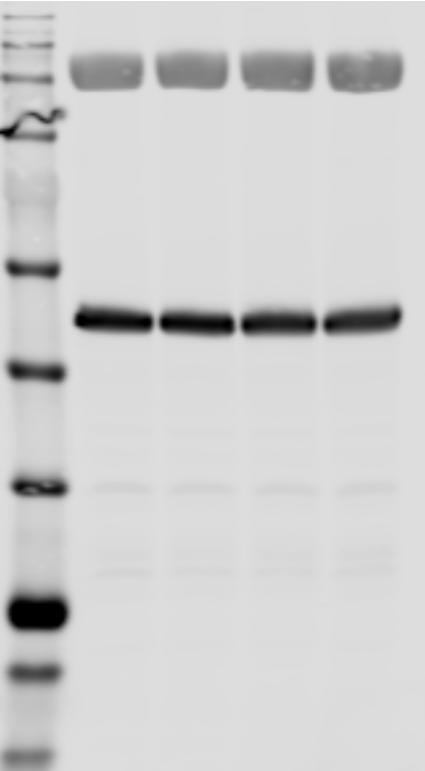

Fig. S3c Uncropped Gels

PCK1

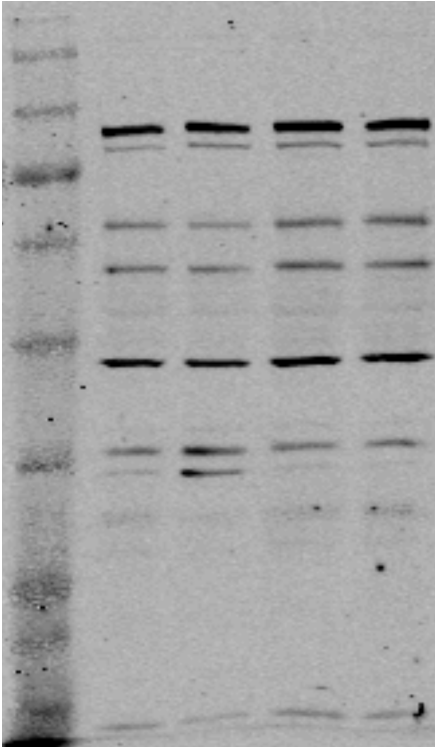

Tubulin

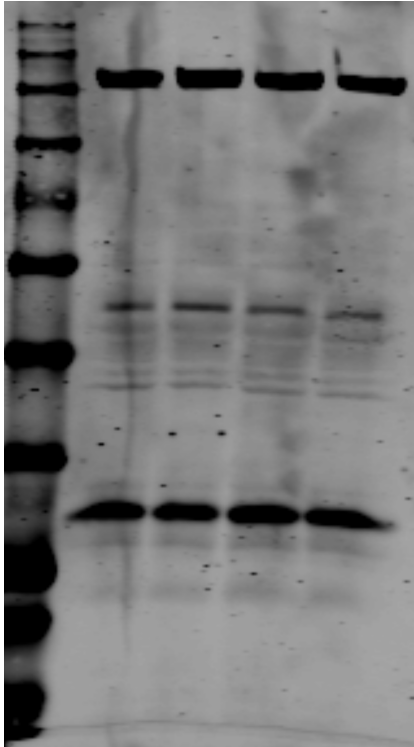

Fig. S3d Uncropped Gels

FOXO1

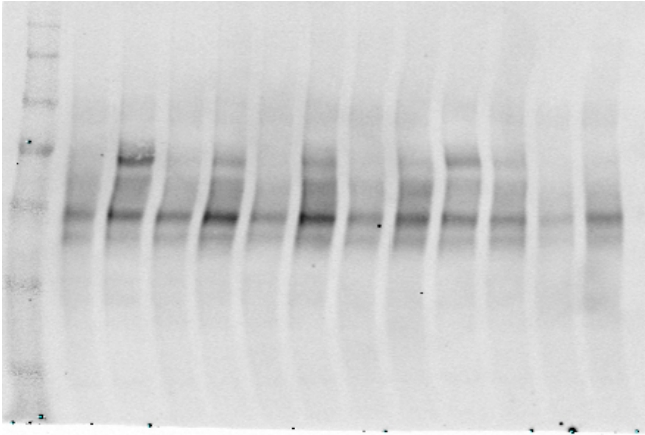

Lamin

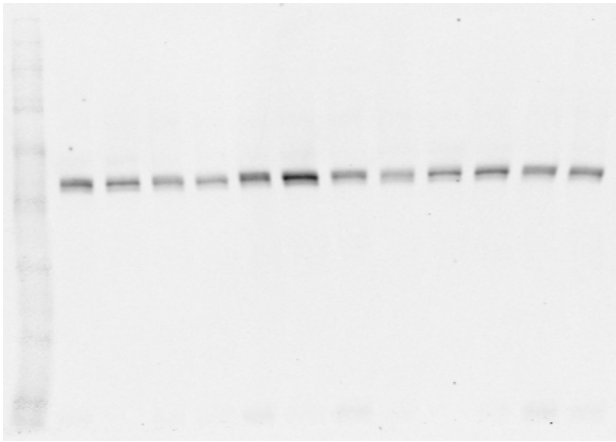

**Supplement:** Supplementary file 9 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

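RNA from the livers of 4 IXA4-treated and 4 vehicle-treated DIO mice had been sequenced as single-end reads of 50 bp. The authors aligned the reads to the mouse genome of NCBI build 37.2 with DNAstar Lasergene SeqManPro and quantified them with ArrayStar 12.2 and its QSeq module. The deposited count table holds whole-number counts of total reads for 26166 gene symbols in 8 libraries, with 16986915 to 18390185 counts per library, and 7170 symbols have no count in any library. The handling of reads that map to several genes, the annotation release and the strand setting are not given in the sources used here, so levels of close paralogs are uncertain. A deposited table of the authors' comparison, made with DESeq in a version not given there, holds a fold change (a ratio of IXA4 over vehicle), p-values and adjusted p-values for each gene. Its fold changes and p-values were used only for comparison. Its column of log2 values was not used, since it holds cells with no number.

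Columns of the count table were assigned to the IXA4 and vehicle groups from their headings. Their replicate numbers do not carry the animals' numbers, so no library was matched to a single animal and no pairs were formed. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 12427 genes. Counts were normalized by TMM and tested by edgeR's quasi-likelihood F test with robust dispersion, IXA4 against vehicle with no covariate, with p-values adjusted by the method of Benjamini and Hochberg at a threshold of 0.05. The standard errors printed with log2 fold changes are those implied by the F statistic. Levels are in CPM, the count scaled to the normalized library size, and scores use log2 CPM with a prior count of 2. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

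Before the data were examined, 44 gene lists were set. Those of the UPR arms, of gluconeogenesis and of the genes in Supplementary Figs. S1 and S3 came from the paper and its supplementary files, whose values had been seen, and the others were written for the pathways and cell types of the liver. In total 41 lists had at least 3 tested genes and were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 41. They were also tested with an estimated correlation and with fry. For each list a score per mouse was compared between groups by a two-sided exact permutation test, which with 4 mice against 4 cannot give a p below 0.0286. That smallest p was reached by 17 lists and is 0.0786 when adjusted over the lists. A further 3 lists were added after the main results had been seen, to test explanations. The genes named in the text are those the paper names for its RNA-seq, the 10 genes with the largest rise and the 10 with the largest fall among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups, and in each list up to 2 members of smallest p in each direction, with the most abundant member that did not pass in lists tied to a claim. Members of the added lists are named outside that rule, after their values were seen. The values of 1 gene that falls under the rule are not reported here.

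The alternatives were DESeq2's size factors or total counts in place of TMM, no filter or a filter of 10 counts in every library, DESeq2 in place of edgeR, the authors' p-values over the genes kept, each library left out in turn, the other list tests, gluconeogenesis without the genes that Supplementary Data 4 marks as outliers, and the median in place of the mean for the difference between the UPR arms. Counts were also simulated from the gene means, dispersions and library sizes of these data, with changes given to genes drawn at random. On these simulated counts edgeR recovered 26.9% of genes changed by 1.5-fold, 77.6% of those changed by 2-fold and 95.5% of those changed by 4-fold, and 5.67% of its calls were false. Libraries that stand apart in the real data were not reproduced, so these rates may not hold there. With DESeq2, 10.2% of calls were false. Of 40 simulated lists with no change, camera called 0 at the preset correlation and 0 with an estimated correlation, and fry called 1. Genes were simulated independently of each other, so these lists do not show how often camera makes false calls among correlated genes. In the real data the estimated correlation was 0.63 for IRE1/XBP1s targets and 0.66 for the heat shock response. Gene positions came from a GENCODE annotation of the same assembly, matched by symbol, which is not the annotation the authors used. Measurements by qPCR, immunoblot, histology and metabolic tests were not analysed here.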

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

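The tests of a lower share of hepatocytes, of the depth and response of IXA4 replicate 4, of reads shared between the Cyp2b paralogs, of a response of CAR and of the peritoneal macrophage markers without Prg4 were chosen after the results were seen, as was the criterion for gene groups outside the paper, which asked for a camera call and an exact permutation p under 0.05.

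Markers of hepatic stellate cells, which the paper does not discuss, were lower with IXA4 (mean log2 fold change -0.518; two-sided exact permutation test, p = 0.0286; camera, adjusted p = 6.12e-05, lost at an adjusted p = 0.0768 with an estimated correlation), while matrix and mesothelial genes were higher. A lower share of hepatocytes alone, with expression in each cell unchanged, would raise the markers of every other cell type alike. The stellate markers fell by 0.518 and the sinusoidal endothelial markers by 0.71 (exact permutation p = 0.0571), which argues against that as the sole cause. Bulk levels do not tell fewer cells from lower expression of markers per cell, so a lower share together with such a change is not excluded. Cells of the liver's outer covering in the tissue pieces may add to the rise: 11 markers of serosal and adventitial fibroblasts, 10 of which the liver holds at 1 CPM or more with vehicle, had a mean of 0.552 (exact permutation p = 0.0571; edgeR called 0 higher and 1 lower over all genes, with 3 higher and 1 lower at an unadjusted p under 0.05, by DESeq2 and when adjusted over the list alone; the count higher was 1 without IXA4 replicate 1, IXA4 replicate 4, vehicle replicate 3 or vehicle replicate 4, and the count lower 0 without vehicle replicate 2 or vehicle replicate 4), and the abundant Dpp4 (89.7 CPM with vehicle) and Col14a1 (40.9 CPM) had log2 fold changes of -0.14 and -0.67. Large peritoneal macrophages cannot be told apart from other sources either, since their 6 tested markers had a mean of 0.621 (exact permutation p = 0.0286; 4 at 1 CPM or more with vehicle), which met the value set beforehand, but without Prg4, at 77.6 CPM with vehicle, the mean of the other 5 was 0.362 (exact permutation p = 0.229). An effect of IXA4 on matrix-producing cells, which the design allows, stays open and was not tested.

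Genes of xenobiotic metabolism, which the paper does not discuss, were higher with IXA4 (mean log2 fold change 0.374; exact permutation p = 0.0286; camera, adjusted p = 7.11e-05, lost at an adjusted p = 0.192 with an estimated correlation). They were led by Cyp2b10, a target of the nuclear receptor CAR, at 1002 ± 135 CPM with IXA4 and 138 ± 39.6 with vehicle (SD, n = 4) (log2 fold change 2.86, SE 0.20, adjusted p = 7.48e-05). Reads shared between the Cyp2b paralogs would move between members and leave their sum, and the summed level of the 5 Cyp2b genes rose by 1.47 on the log2 scale, from 442 to 1225 CPM (exact permutation p = 0.0286), which argues against sharing as the cause, though which member rose is uncertain. Outside that family Cyp2c55 rose (log2 fold change 1.81, adjusted p = 5.32e-04), while of 11 further CAR targets edgeR called 0, with 1 higher and 0 lower at an unadjusted p under 0.05 and 0 by DESeq2 (mean 0.224; exact permutation p = 0.20), between the values set for either reading. The difference in mean score of the further CAR targets was 0.194, 0.317 without IXA4 replicate 4 and 0.125 without vehicle replicate 4. A response of CAR or a related receptor to IXA4 stays open as a hypothesis.

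IXA4 replicate 4 stood apart from the other IXA4 libraries on the first principal component (-40.2 against -22.1 to -8.01). It was flagged as an outlier of its group for the scores of the lipogenic genes of the paper (-0.758), the heat shock response (0.873) and further CAR targets (-0.175). Its level of Hsp90ab1, a cytosolic HSP90 gene, was flagged too (909.7 CPM). Its scores were also the highest of its group, though not flagged, for IRE1/XBP1s targets (1.48), ATF6 targets (1.37) and ER chaperones and folding (1.89). They were the lowest for mesothelial markers (0.106) and xenobiotic metabolism (0.215). Its total count was 1.04 times the median of the other 7 libraries, which argues against greater depth. A larger response to IXA4 in this mouse is not settled: across genes, its deviation from 2 of the other IXA4 libraries had a mean Pearson r of 0.158 with the change of the remaining 1 against vehicle (0.0236 to 0.322 over the 3 choices), between the values set for either reading. The same mean was 0.0132, -0.192 and -0.0164 for IXA4 replicates 1, 2 and 3, and genes are not independent replicates. Outliers of the flagged kind arose in 14 of 282 groups of 4 tested, and chance alone gives about 1 in 20.

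Vehicle replicate 4 lay far from the other vehicle libraries in Timp1 (2.51 CPM), Saa2 (326 CPM), Orm2 (91.99 CPM), Lcn2 (147.5 CPM), Tlr12 (25.6 CPM), Cabyr (3.82 CPM) and Upk1b (1.69 CPM). Lcn2, which encodes the acute phase protein lipocalin-2, had a log2 fold change of 3.48 (adjusted p = 0.0277), which was 4.34 without vehicle replicate 4, and its adjusted p was 0.0617 without IXA4 replicate 1, 0.0612 without IXA4 replicate 3, 0.0769 without IXA4 replicate 4, 0.0688 without vehicle replicate 1, 0.0753 without vehicle replicate 2 and 0.0593 without vehicle replicate 3. Vehicle replicate 3 lay apart in Kdr (8.22 CPM) and in the score of large peritoneal macrophage markers (-0.409), and vehicle replicate 2 in the score of pericentral hepatocyte genes (-0.0664).

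Genes of bile acid synthesis and transport, outside the paper, were lower as a group with IXA4, with a mean log2 fold change of -0.192 (camera, adjusted p = 0.0482; adjusted p = 0.444 with an estimated correlation; exact permutation p = 0.0286). That call was lost at 0.190 without IXA4 replicate 2, 0.109 without IXA4 replicate 4, 0.0678 without vehicle replicate 2 and 0.155 without vehicle replicate 3, at 0.0509 with DESeq2's size factors and at 0.0639 with a filter of 10 counts in every library. Markers of cholangiocytes, also outside the paper, were higher, with a mean of 0.482 (camera, adjusted p = 0.0241; adjusted p = 0.167 with an estimated correlation; exact permutation p = 0.0286), a call lost at 0.0711 without IXA4 replicate 2 and 0.0691 without vehicle replicate 4.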

How the results depend on the processing

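All alternatives reported here were chosen before the data were examined, and none was added later. No paired analysis was possible because the count table's replicate numbers do not carry the animals' numbers. Depth differed little between groups, and at this depth and group size changes of 1.5-fold were mostly missed in simulated data, so a gene that did not pass is not shown to be unchanged. Of 458 genes higher, DESeq2 called 455, and of 122 lower it called all 122 among its 240, more than 1.5 times as many. Leaving out 1 library gave 252 to 613 genes higher and 43 to 159 lower, and fewer libraries were then tested. The direction of the lists held with an estimated correlation, but calls did not: adjusted p = 0.0619 for IRE1/XBP1s targets and fibrosis genes, 0.162 for the paper's lipogenic genes, 0.192 for ATF6 targets, the acute phase response, NF-kB targets and fatty acid and triglyceride synthesis, 0.512 for gluconeogenesis and the oxidative stress response, and 0.648 for the heat shock response. With fry, gluconeogenesis (0.195), the oxidative stress response (0.263) and the heat shock response (0.372) did not pass, and neither did the markers of sinusoidal endothelial cells (0.0621), mesothelial cells (0.0715) and monocyte-derived macrophages (0.17), or bile acid synthesis and transport (0.112), lipid droplet genes (0.190) and cell cycle genes (0.263), all of which camera called. Adjusted p ranged over the left-out libraries from 0.00716 to 0.153 for gluconeogenesis, 0.00720 to 0.917 for the heat shock response, 0.00629 to 0.208 for the oxidative stress response and 0.721 to 0.998 for pro-apoptotic genes, whose direction turned in 4 of 8 and with 10 counts in every library (0.813). That filter also turned the cell cycle genes (0.921), with fewer genes tested. Directions turned without some library for cholesterol synthesis (1.28e-04 to 0.850), male-biased hepatocyte genes (0.00944 to 0.924) and resident Kupffer cell markers (0.00819 to 0.803), and in log2 fold change for Scara3 (-0.425 to 0.0874), Sptlc1 (-0.0668 to 0.0703), Hsp90ab1 (-0.149 to 0.0389) and Sod2 (-0.101 to 0.0169). Apart from the turns with fewer libraries or genes, the causes were not tested. Of 91 named genes, 91 kept their call and direction with DESeq2's size factors, 89 with total counts, 84 without a filter and 86 with DESeq2, and without vehicle replicate 1 or vehicle replicate 2 in turn 20 lost their call. With 10 counts in every library 79 of the 91 were tested and kept their call and direction. That filter left no value for Scara3, Ltbp2, Slit3, S100a4, Itgam, Clec4d, Capn11, Astn2, Top2a, Mki67, Lox, Aldh1a2 and the lists of neutrophil and adipocyte markers. Ceramide synthesis genes and lymphocyte and exocrine pancreas markers held too few tested genes for camera. The excess of IRE1/XBP1s over PERK targets kept its direction and call under the alternatives run for it, at 0.727 without IXA4 replicate 4 to 1.06 with the median of the members. Gluconeogenesis kept its camera call without the genes marked as outliers (0.0215), which was lost at an adjusted p = 0.518 with an estimated correlation and did not pass with fry (0.208) or over mice (exact permutation p = 0.257).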

Differences from the paper's values

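No test here was chosen after the values were seen. Of the paper's values, 130 for 124 genes were compared with those here, with 0 differing by more than the larger of the SD among IXA4-treated mice and the paper's error and, for folds and levels, by more than 1.5 times. The paper's values come from the same libraries, so a match was largely fixed in advance and is not independent evidence. The largest gap on the log2 scale was 0.54, for Il1b (log2 fold change 1.70 here, with an SD of 1.41, and the paper's value 1.16). The paper's gene ontology table lists 320 genes as higher, and genes higher in IXA4 at an adjusted p under 0.05 here were 458, within 1.5 times. The authors' own table holds the paper's 331 higher and 77 lower. The paper's gene ontology table lists 78 genes as lower at its adjusted p under 0.05, and here 122 genes lower in IXA4 at an adjusted p under 0.05 were found, over a tested set of 12427. Alternatives set before the data were examined that came within 1.5 times of the paper's 78 were a filter of 10 counts in every library (117), the authors' p-values over the genes kept here (94), and the fits without IXA4 replicate 1 (67), IXA4 replicate 3 (66), IXA4 replicate 4 (110) and vehicle replicate 4 (52). Those that did not were DESeq2's size factors (122), total counts (131), no filter (124), DESeq2 (240), and the fits without IXA4 replicate 2 (159), vehicle replicate 1 (43), vehicle replicate 2 (50) and vehicle replicate 3 (126).

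The authors' deposited table gives Hspa5 the paper's adjusted p of 0.109, above its threshold, whereas Fig. 1e marks it as induced. That figure uses an ANOVA on fold changes rather than a test over all genes, so the outcomes need not match. Here Hspa5 passed edgeR's test (adjusted p = 0.0176). That call was lost without a filter on low counts and without vehicle replicate 1, vehicle replicate 2 or vehicle replicate 4. The paper names Saa2 among upregulated acute phase genes, and here Saa2 had a log2 fold change of 4.80 with an adjusted p of 0.0544. It passed with DESeq2 (4.47e-05) and without vehicle replicate 4 (0.00136), and Saa1 and Orm2, named with it, passed in the main test. Supplementary Fig. S1q, for which the paper also used an ANOVA, shows no asterisk at Acta2 and Mmp2. Here both rose over all genes (adjusted p of 0.00768 and 0.00281), as they did in the authors' own table (the paper's adjusted p of 8.42e-04 and 1.77e-05). In Supplementary Fig. S1p the bar at the height of Orm2 carries the label Orm1, whereas the log2 fold change here was 2.91 for Orm2 and 1.51 for Orm1, and the text names Orm2. Supplementary Fig. S1t gives Cd68 as RPKM, at about 340 for vehicle and about 300 for IXA4 in Fig. S1t, read by eye, and the mean counts of Cd68 here were 348 and 303, close to those heights without scaling.

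The paper states by qPCR that Pck1 and G6pc were reduced after 8 weeks. That qPCR was done in more mice, with a t-test for each gene alone (Fig. 3b). The RNA-seq tests here, adjusted over all genes, do not repeat that measurement. In these RNA-seq libraries Pck1 had a log2 fold change of -0.32 (adjusted p = 0.172) and G6pc of -1.12 (adjusted p = 0.0826). Both were lower, and neither passed over all genes. Both were lower at an unadjusted p under 0.05 with edgeR, and over mice the exact permutation p was 0.0571 for each. G6pc passed with DESeq2 (2.38e-04), without IXA4 replicate 2 (0.0226), without vehicle replicate 3 (0.0227) and in the authors' own table (the paper's adjusted p of 0.0252). The paper states that Scd1 and the isoform Srebf1c were decreased with Dgat2. Its qPCR was done in livers after a shorter treatment and in more mice (Fig. 3e), and in primary hepatocytes (Supplementary Fig. S3i, j). Its RNA-seq values were tested gene by gene with a t-test (Supplementary Fig. S3h). The tests here, at 8 weeks and adjusted over all genes, do not repeat those measurements. Here Dgat2 fell, Scd1 did not pass (adjusted p = 0.448), and Srebf1, counted over the isoforms 1a and 1c together, did not pass in the main test (0.0842) but did with DESeq2 (0.0130) and without vehicle replicate 3 (0.00810). The paper's GSEA found no activation of the heat shock response, the oxidative stress response or NF-κB activity. Here, on lists other than the paper's, camera called the heat shock list (0.0347) and the NF-kB list (0.00319) higher and the oxidative stress list (0.0241) lower. With an estimated correlation those calls were lost (adjusted p of 0.648, 0.192 and 0.512). The NF-kB list passed with fry (adjusted p = 0.0398) and kept its camera call without each library in turn (adjusted p at most 0.0336). Its exact permutation p over mice was 0.0286, or 0.0786 adjusted over the lists. The heat shock and oxidative stress lists did not pass with fry (0.372 and 0.263) or over mice (exact permutation p = 0.457 for each).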

Other observations

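No test reported in this part was chosen after the result was seen, apart from the naming of single genes by their rank.

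Genes of xenobiotic metabolism rose beside the UPR in IXA4-treated livers, in 3 of 20 cases (5 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 7.11e-05; adjusted p = 0.192 with an estimated correlation). Besides Cyp2b10, Cyp2c55, a cytochrome P450 gene with close paralogs that can share reads, rose (log2 fold change 1.81, SE 0.22, adjusted p = 5.32e-04). Without vehicle replicate 3 the number that rose was 5. Hlf, a clock-output transcription factor, fell (log2 fold change -0.70, SE 0.10, adjusted p = 0.00184) and was the 1 of 15 circadian clock genes that passed, over all genes and when adjusted over the list alone (mean log2 fold change 0.06, the opposite sign to the camera test, adjusted p = 0.417; exact permutation p = 0.771). Cell cycle genes rose in 3 of 15 cases, over all genes and when adjusted over the list alone, among them Top2a, a topoisomerase gene (log2 fold change 1.97, SE 0.43, adjusted p = 0.0217), and the proliferation marker Mki67 (log2 fold change 1.78, SE 0.44, adjusted p = 0.0449), from levels under 1 CPM (list mean 0.53; camera, adjusted p = 0.0339; adjusted p = 0.550 with an estimated correlation; exact permutation p = 0.143). The cell cycle count was 0 without IXA4 replicate 1, 1 without IXA4 replicate 2, 0 without vehicle replicate 1, 0 without vehicle replicate 2 and 0 without vehicle replicate 3, 0 with a filter of 10 counts in every library and 1 with total counts, and the camera call was lost at 0.201 without IXA4 replicate 1, 0.206 without IXA4 replicate 2, 0.0802 without vehicle replicate 1 and 0.212 without vehicle replicate 3. The adjusted p of Top2a was 0.0547 without IXA4 replicate 1, 0.0782 without vehicle replicate 1, 0.0639 without vehicle replicate 2 and 0.0524 without vehicle replicate 3, and that of Mki67 0.102 without IXA4 replicate 1, 0.0801 without IXA4 replicate 2, 0.0979 without IXA4 replicate 4, 0.132 without vehicle replicate 1, 0.0989 without vehicle replicate 2 and 0.0987 without vehicle replicate 3.

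Among the markers of other cells, cholangiocyte markers rose in 2 of 7 cases (3 rose and 1 fell when adjusted over the list alone), Spp1 and the keratin gene Krt19, which is also a mesothelial marker (log2 fold change 1.30, SE 0.31, adjusted p = 0.0318). The adjusted p of Krt19 was 0.0500 without IXA4 replicate 1, 0.0540 without IXA4 replicate 2, 0.0830 without IXA4 replicate 3, 0.0530 without vehicle replicate 1, 0.0895 without vehicle replicate 2 and 0.0588 without vehicle replicate 4, and the cholangiocyte count was 1 without IXA4 replicate 1, 1 without IXA4 replicate 2, 1 without IXA4 replicate 3, 1 without vehicle replicate 1, 1 without vehicle replicate 2 and 1 without vehicle replicate 4. Upk1b, a mesothelial uroplakin gene, rose (log2 fold change 1.71, SE 0.38, adjusted p = 0.0244), with an adjusted p of 0.0568 without IXA4 replicate 1, 0.0644 without IXA4 replicate 3, 0.0924 without vehicle replicate 1, 0.0867 without vehicle replicate 2 and 0.0694 without vehicle replicate 3. Oit3, a marker of sinusoidal endothelial cells, fell (log2 fold change -1.15, SE 0.25, adjusted p = 0.0264), with an adjusted p of 0.0590 without IXA4 replicate 2, 0.0629 without IXA4 replicate 3, 0.0688 without vehicle replicate 1, 0.0735 without vehicle replicate 2 and 0.0546 without vehicle replicate 4.

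Several lists had no gene past edgeR's test, and their mean log2 fold changes are given with the exact permutation p over mice. These were cholesterol synthesis (0.10; 0.514), male-biased hepatocyte genes (-0.02; 0.857), the interferon response (0.15; 0.429), pericentral hepatocyte genes (-0.10; 0.0857), periportal hepatocyte genes (-0.04; 0.400), neutrophil markers (0.67; 0.343), adipocyte markers (-1.28; 0.314) and erythroid markers (-1.10; 0.20). Only 3 of 10 neutrophil markers and 3 of 7 adipocyte markers had enough counts to be tested. At an unadjusted p under 0.05 the number of genes higher and lower was 3 and 1 for cholesterol synthesis, 0 and 2 for male-biased genes, 3 and 1 for the interferon response, 1 and 0 for pericentral genes, 0 and 0 for periportal genes and neutrophil markers, 0 and 1 for adipocyte markers and 0 and 0 for erythroid markers. DESeq2 called 1 higher and 1 lower in cholesterol synthesis, 1 lower among male-biased genes, 1 higher in the interferon response and 1 lower among adipocyte markers. When adjusted over the list alone, 1 adipocyte marker fell. Leaving out 1 library changed some of these counts: in cholesterol synthesis 4 genes rose without vehicle replicate 3, 1 without IXA4 replicate 2 and 1 without IXA4 replicate 4, and 1 fell without vehicle replicate 2. In the interferon response 2 rose without IXA4 replicate 3, 1 without IXA4 replicate 1 and 1 without IXA4 replicate 2, and 1 with a filter of 10 counts in every library. Among adipocyte markers 1 fell without vehicle replicate 3. Bile acid synthesis and transport also had no gene past edgeR's test, with 0 higher and 4 lower at an unadjusted p under 0.05 and 1 lower by DESeq2, and edgeR called 1 lower without vehicle replicate 1. Camera called cholesterol synthesis at 1.28e-04 without vehicle replicate 3, male-biased hepatocyte genes at 0.00944 without IXA4 replicate 4 and 0.0475 without vehicle replicate 4, the interferon response at 0.0215 without IXA4 replicate 3, neutrophil markers at 0.0197 without vehicle replicate 4, adipocyte markers at 6.40e-04 without vehicle replicate 3, and erythroid markers at 0.0308 without IXA4 replicate 3, 0.00823 without vehicle replicate 1 and 0.0105 without vehicle replicate 3. Lymphocyte and exocrine pancreas markers had 1 tested gene each (log2 fold change 0.92 and -0.23; exact permutation p = 0.486 and 0.343).

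Other genes among the largest rises were Slit3, a secreted guidance protein (log2 fold change 3.62, SE 0.59, adjusted p = 0.00846; log2 fold change 3.03 without IXA4 replicate 1), and Clec4d, a C-type lectin receptor of myeloid cells (log2 fold change 3.13, SE 0.50, adjusted p = 0.00342). Both rose from low levels, at 0.362 CPM with vehicle for Slit3 and 0.208 for Clec4d. Among the largest falls were the calpain gene Capn11 (log2 fold change -2.67, SE 0.59, adjusted p = 0.0339), Astn2 (log2 fold change -1.39, SE 0.30, adjusted p = 0.0211), the endothelial receptor gene Cd300lg (log2 fold change -1.28, SE 0.28, adjusted p = 0.0228), the water channel gene Aqp1 (log2 fold change -1.14, SE 0.24, adjusted p = 0.0207), Cabyr (log2 fold change -1.13, SE 0.24, adjusted p = 0.0166) and the endothelial lipase gene Lipg (log2 fold change -1.10, SE 0.24, adjusted p = 0.0319). These falls were less stable: the adjusted p of Capn11 was 0.0927 without IXA4 replicate 3, 0.102 without IXA4 replicate 4, 0.0764 without vehicle replicate 3 and 0.0634 without vehicle replicate 4, that of Astn2 0.0565 without IXA4 replicate 1, 0.0602 without IXA4 replicate 3, 0.0510 without vehicle replicate 1 and 0.0753 without vehicle replicate 2, that of Cd300lg 0.0642 without IXA4 replicate 3, 0.0591 without vehicle replicate 1, 0.0746 without vehicle replicate 2 and 0.0626 without vehicle replicate 4, that of Aqp1 0.0634 without IXA4 replicate 1, 0.0566 without vehicle replicate 1, 0.0671 without vehicle replicate 2 and 0.0545 without vehicle replicate 4, that of Cabyr 0.0581 without vehicle replicate 1 and 0.0575 without vehicle replicate 2, and that of Lipg 0.0865 without IXA4 replicate 1, 0.0675 without IXA4 replicate 3, 0.0778 without IXA4 replicate 4, 0.0829 without vehicle replicate 2, 0.0730 without vehicle replicate 3 and 0.0700 without vehicle replicate 4.

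Of the genes called, 78.97% were higher with IXA4, and 74.0% with total counts and 72.6% with DESeq2, while the median log2 fold change of all genes stayed within 0.05 of 0 under each scaling. In 12.7% of genes tested every IXA4 library lay beyond every vehicle library, 925 of them higher and 651 lower, where chance gives 2.86%. Among the 35 splits of the libraries into 4 and 4, the real split was the 1 with as many genes higher (458, against at most 4 in any other). It was also the 1 with as many lower (122, against at most 4). A share of 1 in 35 is the smallest these splits can give. The other splits mix IXA4-treated and vehicle-treated mice, so a difference between treatments adds spread within their groups and lowers their counts. The splits therefore do not exclude chance for either count.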
